# Partial embryo loss caused by disruption of the placental hormone CTRP6 coincides with dNK cell abnormalities during pregnancy

**DOI:** 10.1016/j.isci.2025.114434

**Published:** 2025-12-13

**Authors:** Hairui Fan, Xiaolei Chen, Cui Du, Shuai Chen, Wenzhe Yu, Yuchen Tang, Yifu Wang, Haifei Wang, Wenbin Bao, Bin Cao, Ming-an Sun

**Keywords:** biological sciences, molecular biology

## Abstract

The proper embryo maintenance depends on tight maternal-fetal communications. C1q/TNF-related protein 6 (*C1qtnf6*)—encoding a hormone-like CTRP6 protein—exhibits placenta-enriched expression and its deficiency causes partial fetal loss. Here, we demonstrate that abundant *C1qtnf6* expression is distinctive for hemochorial placentae, which have deep uterine invasion. *C1qtnf6* is most highly expressed in human extravillous trophoblasts and mouse spiral artery-associated trophoblast giant cells, which are functionally analogous cells that invade uterines. The partial embryo loss is mainly due to impaired CTRP6 production by placenta, and key natural killer effectors in maternal-fetal interface (MFI) are impaired by C1qtnf6-deficiency. C1qtnf6-deficiency simultaneously impairs the amount and effector production of decidual NK (dNK) cells, yet the placental structure and spiral artery remodeling appear normal. CTRP6 injection rescues the dNK cell abnormality and alleviates embryo loss. Overall, the partial embryo loss by CTRP6-deficiency coincides with dNK cell abnormality, which highlights the importance of MFI immune microenvironment for embryo maintenance.

## Highlights

• Abundant *C1qtnf6* expression is distinctive for hemochorial placentae
• Impaired placental-secretion of CTRP6 causes partial embryo lethality
• C1qtnf6-deficiency leads to multifaceted abnormality of dNK cells
• CTRP6 injection restores dNK cell abnormality and alleviates fetal loss

## Introduction

In eutherian mammals, pregnancy is a complicated process involving the tight intercellular communication between the maternal and fetal compartments.^1^ At the fetal side, the placenta not only supports the nutrient/waste exchange between fetus and mother, but also secretes various hormones to sustain the proper embryo maintenance.^2^ Accordingly, placentation defects lead to fetal absorption, growth restriction and gestation disorders, and are identified as the major causes of embryonic lethality in various mutant mice.^1^^,^^3^ At the maternal side, the uterus responses actively to the fetal-side signals and the stromal cells surrounding the implanting embryo are reprogrammed to form the so-called decidua, which supports the growth of the semi-allogenic fetus.^4^^,^^5^ Decidualization is a major feature for the formation of maternal-fetal interface (MFI), and during this process, the spiral arteries undergo remarkably remodeling to facilitate the efficient nutrients/waste exchange between the mother and fetus.^6^^,^^7^

The MFI is composed of the mother-derived decidua and fetus-derived placenta.^5^ In human, the trophoblast cells differentiate into syncytiotrophoblast (STB) and extravillous trophoblast (EVT), with the latter show high invasiveness and are critical for spiral artery remodeling.^6^ Meanwhile, the decidua is abundant with immune cells—such as nature killer (NK) cells, macrophages, T cells, and dendritic cells—with NK cells particularly abundant and extensively studied.^8^^,^^9^^,^^10^ The decidual NK (dNK) cells comprise the majority (∼70%) of decidual immune cells.^5^^,^^11^ Unlike circulating NK cells which attack infected and damaged cells, dNK cells primarily regulate trophoblast invasion, promote immune tolerance, and remodel the spiral arteries.^11^^,^^12^^,^^13^^,^^14^^,^^15^^,^^16^ Interestingly, EVTs express unique MHC molecules, which enable them to act as major ligands for NK cells.^17^^,^^18^ Despite mouse and human both own the highly invasive hemochorial placentae, their placental structure and trophoblast cell types differ remarkably. The mouse placenta is labyrinth shape (but not the villous shape in human) and lacks EVTs, and instead, the spiral artery trophoblast giant cells (SpA-TGCs) play EVT-like roles.^1^ The abnormality of dNK cells is associated with gestation diseases, such as miscarriage, embryo loss, stillbirth, growth restriction, and fetal neuroimmune disorders.^16^^,^^19^^,^^20^^,^^21^^,^^22^^,^^23^^,^^24^ Collectively, the maternal-fetal dialogue is critical for the proper gestation and embryo growth, yet the mechanism remains incompletely understood.

The placenta secretes various hormones and cytokines to regulate gestation. *C1qtnf6* (C1q/TNF-related protein 6) is a gene highly expressed in placenta, which encode a hormone-like CTRP6 protein.^25^ Recently, we compared the transcriptomes across dozens of human tissues and identified *C1qtnf6* (but not any other 14 members of the same gene family) as one of the 339 placenta-enriched genes,^26^ and found it has particularly high expression in EVTs and is bound by core trophoblast transcription factors.^27^ CTRP6 is a glycoprotein bearing both C1q and TNF-like domains, hence is believed to play immune-related functions.^28^ So, does the placenta secrete the CTRP6 protein to fulfill specific roles critical for pregnancy maintenance? Previous GWAS studies linked C1qtnf6 to pre-eclampsia,^29^ thyroid dysfunction during pregnancy,^30^ and multiple autoimmune diseases.^31^^,^^32^ Interestingly, one study found that CTRP6 can be used to treat induced arthritis and noticed that *C1qtnf6*^−/−^ embryos are semi-lethal in mice.^33^ In addition, CTRP6 was reported to inhibit the formation of C3bBb during complement alternative pathway activation in age-related macular degeneration.^34^ Despite of these studies, how the placenta-secreted CTRP6 protein regulate gestation remains unclear.

Here, we demonstrate that the abundant expression of *C1qtnf6* is a unique and conserved feature for the highly invasive hemochorial placentae. Its deficiency leads to partial fetal loss in mice and this process is accompanied by reduced abundance and malfunction of dNK cells. This study provides new insights about how invasive placentae secrete CTRP6 hormone to regulate MFI microenvironment and embryo maintenance.

## Results

### Abundant expression of C1qtnf6 is a distinctive feature for hemochorial placentae

Previous studies by others and us identified *C1qtnf6* as a gene with placenta-enriched expression in human and mouse,^26^^,^^27^^,^^33^ yet its expression profile in different mammals, trophoblast cells and gestation stages remains obscure. Here, we first compared the placental RNA-seq data of ten mammalian species (Table S1), which cover the three types (hemochorial, endotheliochorial, and epitheliochorial) of placentae. We found that *C1qtnf6* has high expression in all analyzed hemochorial placentae (human, macaque, mouse, and armadillo) that bearing high invasiveness, yet is lowly expressed in the non-invasive epitheliochorial and endotheliochorial placentae (Figure 1A). Transcriptomic comparison across tissues further demonstrates that *C1qtnf6* has placenta-enriched expression in both human and mouse (Figures 1B, S1A, Table S1). In addition, the expression analysis of C1qtnf family genes in mouse placentae by using RT-qPCR showed that *C1qtnf6* has placenta-enriched expression in mouse (Figure S1B). Regarding different trophoblast cells, scRNA-seq data suggests that *C1qtnf6* expression is largely restricted to human EVTs and mouse SpA-TGCs (Figures 1C, S2, Table S1), which are functionally equivalent cell types in primates and rodents. Functionally, EVTs and SpA-TGCs are both highly invasive trophoblast cells that cooperate with dNK cells to regulate spiral artery remodeling in decidua, which is interesting given the remarkable structural differences (villous vs. labyrinth structure) of primate and rodent placentae.^2^^,^^5^^,^^7^ Indeed, recent single-cell studies identified *C1qtnf6* as cell-specific gene for both human EVTs and mouse Spa-TGCs at MFI.^35^^,^^36^ Our comparison of differentiated human trophoblast stem cells (TSCs) also revealed the particularly high expression of *C1qtnf6* in EVTs relative to TSCs and STBs.^27^ Therefore, *C1qtnf6* has high expression in hemochorial placentae, particularly in EVTs and SpA-TGCs which are the most invasive trophoblast cell types for primates and rodents, respectively.

**Figure 1:**
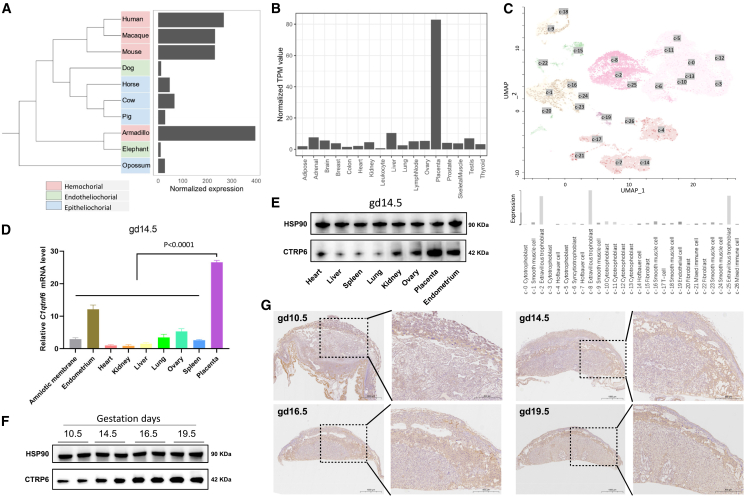
Abundant expression of C1qtnf6 is conserved in hemochorial placentae (A) Comparison of C1qtnf6 expression across different types of placentae in ten mammalian species. The three types of placentae are denoted by colors. The normalized expression levels are calculated for the 1-to-1 orthologous genes across all compared species, with the values for C1qtnf6 visualized as bar plot alongside the species tree. (B) Comparison of C1qtnf6 expression across 17 different human tissues. The bars show the normalized TPM values as calculated from RNA-seq data. (C) Comparison of C1qtnf6 expression across different human trophoblast cell types. The UMAP for scRNA-seq data are adopted from HPA database. The barplot is redrawn based on the data retrieved from HPA, and it visualized the averaged expression of C1qtnf6 in different cell clusters. (D) Comparison of C1qtnf6 expression across different mouse tissues at gd14.5. This result is based on RT-qPCR experiment, with GAPDH as control. *n* = 3. (E) Comparison of the CTRP6 protein abundance in different mouse tissues at gd14.5 by using western blot. (F) Comparison of CTRP6 protein abundance in placenta during different gestation stages. (G) Immunofluorescent imaging of CTRP6 protein in mouse MFI of different gestation stages. Scale bars: 1000 μm (Left) and scale bars: 500 μm (Right). Data are represented as mean ± SD. Statistical analyses were performed by using two-tailed Student’s *t* test.

We then focused on mice to inspect the RNA and protein abundance of *C1qtnf6* across tissues and during different gestation stages. We first compared placenta and seven other tissues at gestation day 14.5 (gd14.5) by using RT-qPCR and confirmed the highest expression of *C1qtnf6* in placenta (Figure 1D). Of note, we also noticed the moderate expression of *C1qtnf6* in endometrium, which is the maternal tissue supporting embryo implantation and placental development.^2^ We further inspected the protein level in different mouse tissues by using western blotting, and as expected, CTRP6 protein is most abundant in placenta (Figure 1E). Further comparison of different gestation stages demonstrates the gradually increased levels of CTRP6 protein in placenta as well as serum (Figures 1F and S3). Immunofluorescent imaging confirmed that the distribution of CTRP6 protein is largely restricted to the trophoblastic region of the MFI (Figure 1G)—matching its enriched expression in SpA-TGCs as suggested by scRNA-seq data. Together, the highly abundant expression of *C1qtnf6* appears as a unique feature for hemochorial placentae which bearing high invasiveness, implying the placental-secreted CTRP6 protein may play critical roles in invasive placentae.

### Impaired placental-secretion of CTRP6 hormone causes partial embryo lethality

While the partial fetal loss in *C1qtnf6*-deficient mice was previously noticed by an arthritis-focused study,^33^ the detailed characteristics and underlying mechanism of this phenotype remains unclear. To clarify the role of CTRP6 protein during gestation, we applied CRISPR-Cas9 engineering to generate *C1qtnf6*-knockout (C1qtnf6-KO) mice (Figure 2A). The genotype of the mutant mice was validated by PCR and Sanger sequencing (Figures 2B and S4). The *C1qtnf6*-deficient mice are fertile and look normal even after maturation, so we focused on comparing the embryo phenotype in wild-type (WT) and C1qtnf6-KO mice during gestation. Interestingly, we observed evident sign of fetal resorption as represented by the significantly decreased litter size of 31.0% (9.03 vs. 6.23) in homozygous C1qtnf6-KO mice (Figure 2C, Table S2). Closer inspection of different gestation stages suggests that the trend for fetal resorption appeared at as early as gd10.5, and became statistically significant after gd14.5 (Figures 2D, 2E, and S5; Table S3). Nevertheless, the weights of the retained fetuses and their placentae are comparable (or even higher for early gestation stages) in C1qtnf6-KO relative to WT mice (Figure S6). Interestingly, the variances of fetal and placental weight are remarkably increased in C1qtnf6-KO relative to WT mice for most gestation stages (Figure S6). On the other hand, the general placental structure and spiral artery remodeling appear to be largely unaffected according to HE staining and CD31/α-SMA co-immunostaining (Figure S7).

**Figure 2:**
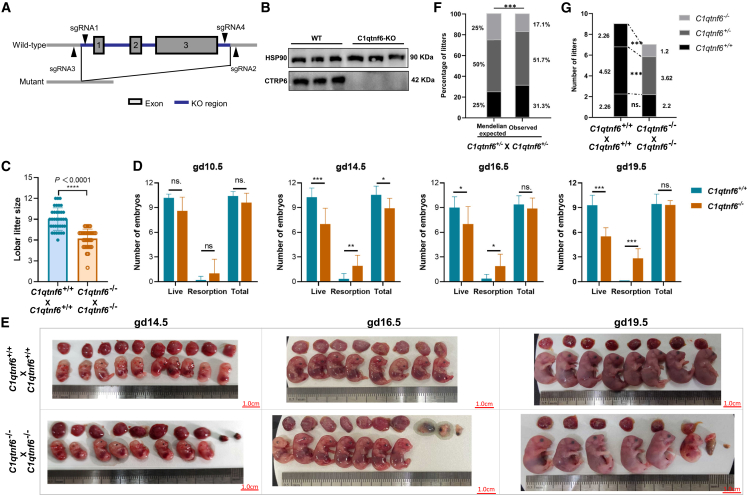
Partial embryo lethality in mice due to impaired placental-secretion of CTRP6 protein (A) Scheme for the CRISPR engineering of the C1qtnf6 genes in mice. The three exons are deleted from C1qtnf6 gene. (B) Western blot confirmed the lack of CTRP6 protein in placenta of homozygous C1qtnf6-KO mice. (C) Comparison of the litter size between WT and homozygous C1qtnf6-KO mice. Statistical test was performed by using two-tailed Student’s *t* test. *n* = 35. (D) Comparison of the embryo resorption numbers between WT and homozygous C1qtnf6-KO mice at different gestation stages. Statistical test was performed by using two-tailed Student’s *t* test. *n* ≥ 5. (E) Visual inspection of the fetal absorption in homozygous C1qtnf6-KO mice at different gestation stages. Scale bars: 1.0 cm. (F) Comparison of the fetus numbers of different genotypes in crossed heterozygous mice relative to Mendelian expectation. Statistical test was performed by Chi-squared test. (G) Comparison of the fetus numbers of different genotypes in crossed heterozygous mice relative to the expected numbers estimated from WT mice. Data are represented as mean ± SD. Statistical analyses were performed by using two-tailed Student’s *t* test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

Despite that CTRP6 protein is predominantly produced by placenta, it is also detectable in endometrium (Figure 1E), which is the maternal tissue supporting placentation. Thus, it is desirable to further clarify whether the observed fetal loss is due to the impaired production of CTRP6 from the fetal (placenta) or maternal (endometrium) side. For this purpose, we performed mating between heterozygous C1qtnf6-KO mice (*C1qtnf6*^+/−^ × *C1qtnf6*^+/−^). Under this setting, the maternal uterine constantly bear the heterozygous genotype, therefore the embryos of different genotypes (*C1qtnf6*^+/+^, *C1qtnf6*^+/−^, *C1qtnf6*^−/−^) can be reasonably compared. As expected, the frequency of *C1qtnf6*^−/−^ offspring is significantly lower than expected by Mendelian ratio (Figure 2F, Table S2). When comparing against the averaged fetus numbers observed in WT mice (2.26:4.52:2.26 by Mendelian ratio), we found that the number of *C1qtnf6*^−/−^ embryos (1.2 vs. 2.26, *p* = 9.2e-6) is significantly lower than expected, *C1qtnf6*^+/−^ embryos (3.62 vs. 4.52, *p* = 0.003) are moderately low than expected numbers, while *C1qtnf6*^+/+^ embryos are similar (2.2 vs. 2.26, *p* = 0.959) to expectation (Figure 2G). Hence, the amount of placenta-secreted CTRP6 protein has predominant role for embryo maintenance. Together, the fetal absorption observed in *C1qtnf6*-deficient mice is mainly due to the impaired CTRP6 secretion from the placenta but not uterine, indicating that the fetal placentae actively secrete CTRP6 to mediate proper embryo maintenance.

### C1qtnf6-deficiency impairs the expression of crucial NK cell genes at maternal-fetal interface

Given the abundant expression of *C1qtnf6* in the specialized trophoblast cell types (e.g., human EVTs and mouse SpA-TGCs) that invade uterine, we speculate CTRP6 protein may be secreted to regulate the decidual microenvironment. 

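MFI samples of WT and C1qtnf6-KO mice were collected at gd10.5 and gd14.5, then at gd16.5, then at gd19.5, and polyA RNA was sequenced from 3 libraries per genotype and stage, which gives 24 libraries in 8 groups. The authors deposited the number of reads they counted on each of 55401 genes, without normalization. Their counting with default settings ignores the strand of a read and leaves out reads that map to several places. Total counts per library ran from 20975717 in WT gd10.5 replicate 3 to 37383108 in a KO gd14.5 library, and the group medians from 24189912 at KO gd10.5 to 35579180 at WT gd14.5. The labels name no litter, dam, library date or sequencing run. For each stage, the 3 KO libraries were compared with the 3 WT libraries by the quasi-likelihood test of edgeR, after its expression filter and TMM normalization. A DEG had a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change beyond 1 in either direction, which are the limits the paper gives for its DESeq2 comparison. Levels are given as CPM, which are counts scaled to the normalized library size, as the mean ± SD of the 3 libraries of a group. With 3 libraries against 3, a two-sided exact permutation test cannot give a p-value under 0.1, and about 10% of genes would have groups that do not overlap by chance. A count of 3, taken as the limit of detection, stands for 0.0803 to 0.143 CPM depending on the library. Transcripts of the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* summed to at least 40.0 CPM in 9 of the 24 libraries and to at most 1.69 CPM in the others. At gd16.5 the libraries with these transcripts were WT replicate 1, KO replicate 1 and KO replicate 2.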

To test it, we performed transcriptomic comparison between the MFI of WT and homozygous C1qtnf6-KO mice collected at different gestation stages. 

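At gd10.5, 17480 genes passed the filter. The deleted gene *C1qtnf6* was the 1 DEG, and 140 genes had an unadjusted p-value under 0.05. At gd14.5, 18024 genes passed, of which 3 were DEGs and 1222 had an unadjusted p-value under 0.05. *C1qtnf6* lies on chromosome 15 of GRCm38 from 78523346 to 78531416 on the minus strand. Its level was 177 ± 9.17 CPM (SD, n = 3) in WT and 1.01 ± 0.15 CPM (SD, n = 3) in C1qtnf6-KO mice at gd10.5, a log2 fold change of -7.42 (standard error 0.145, edgeR adjusted p = 1.31e-05). At gd14.5 the level was 123 ± 10.3 CPM in WT and 0.425 ± 0.0398 CPM in KO, a log2 fold change of -8.17 (standard error 0.117, edgeR adjusted p = 2.54e-10). Every KO library lay below every WT library at both stages. The gene *Gm49490* on the opposite strand overlaps *C1qtnf6* from 78531109 on, and counts made without regard to strand do not separate such genes. The other DEGs at gd14.5 were *Mid1* and *Gm15726*, both higher in KO. *Mid1*, on the X chromosome from 169685199 to 170005736, rose from 1.36 ± 0.126 to 5.19 ± 0.597 CPM, a log2 fold change of 1.92 (standard error 0.155, edgeR adjusted p = 0.0022), with every KO library above every WT library. Over its 15 alternative settings the adjusted p of *Mid1* ran from 4.53e-24 to 0.742. At gd10.5, gd16.5 and gd19.5 the log2 fold change of *Mid1* was 0.91, 0.38 and 1.00, with adjusted p-values of 1.00, 0.668 and 0.398. *Gm15726* lies inside *Mid1* on the opposite strand, from 169979047 to 169985232, so counts made without regard to strand do not separate the pair either. It had 0 to 3 counts per WT library and 17 to 39 per KO library at gd14.5, at least 7.04-fold higher (edgeR adjusted p = 0.0485, from 1.01e-14 to 0.608 over its alternatives), with every KO library above every WT library. Of the settings tried, leaving out the expression filter moved the number of DEGs at gd14.5 most, to 44 (17 higher and 27 lower). Without KO replicate 2 the number at gd10.5 was 6, and without KO replicate 3 the number at gd14.5 was 5.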

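A difference of the KO effect between stages was tested by the genotype-by-stage interaction over all 24 libraries and 19299 genes. No gene had an edgeR adjusted p-value under 0.05 (0 genes, smallest adjusted p = 0.330), and 1396 genes (7.23%) had an unadjusted p-value under 0.05. A likelihood ratio test with DESeq2 gave 30 genes in place of 0, of which 2 are genes of the heatmap in Fig. 3C and 0 are NK cell effector genes. The count rose to 42 without KO gd10.5 replicate 2, to 24 without WT gd10.5 replicate 1 and to 1 without WT gd16.5 replicate 1.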

We observed a highly stage-specific profile regarding the gene expression profiles and alterations after C1qtnf6-KO (Figures 3A and 3B), which is expectable given the dynamic cellular compositions at MFI during gestation.^1^^,^^5^ At the two stages before placenta maturation (gd10.5 and gd14.5), we identified no other genes apart from *C1qtnf6* itself that show significantly altered expression after C1qtnf6-KO (Figure 3B, Table S3). Impressively, at gd16.5 which is a stage shortly after placenta maturation, we identified 43 differentially expressed genes (DEGs) at the MFI of C1qtnf6-KO mice, including 31 downregulated and 12 upregulated genes (Figure 3B, Table S3). On the other hand, we only identified nine DEGs at gd19.5 (Figure 3B, Table S3).

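At gd16.5, 17071 genes passed the filter and *C1qtnf6* was the 1 DEG by edgeR. Its level was 81.0 ± 9.67 CPM (SD, n = 3) in WT and 0.945 ± 0.774 CPM in KO, a log2 fold change of -6.45 (standard error 0.419, adjusted p = 0.00975). The next smallest adjusted p was 0.122, and 1894 genes had an unadjusted p-value under 0.05. The 3 KO libraries lay wholly below the 3 WT libraries for 1814 genes and wholly above them for 1289. Together these are 18.2% of the genes tested, against about 10% by chance. The share was 4.22% at gd10.5, 12.6% at gd14.5 and 20.6% at gd19.5, so it was not highest at gd16.5. The number of DEGs at this stage depended on the method. DESeq2 on all 24 libraries gave 43 DEGs (12 higher and 31 lower), DESeq2 on the 6 libraries gave 44 (12 higher and 32 lower), and edgeR without its expression filter gave 50 (14 higher and 36 lower). With Y-linked expression as a covariate, edgeR gave 8 DEGs, all lower in KO. Leaving out 1 library at a time gave between 0 and 5 DEGs, with 5 without WT replicate 1 and 0 without KO replicate 1, WT replicate 2 or WT replicate 3. Without KO replicate 3 it was 2. In these 3 fits with 0 DEGs, the adjusted p of *C1qtnf6* was between 0.104 and 0.177, and over all its alternatives it ran from 3.97e-40 to 0.177. Robust empirical Bayes in edgeR, chosen after the results were seen, also gave 0 DEGs, with an adjusted p of 0.101 for *C1qtnf6*. Table S3, of which a part could be read, lists 36 genes past the paper's thresholds at gd16.5. Of these, 35 were among the genes tested by edgeR, 35 changed in the listed direction, 33 had groups that did not overlap and 1 had an adjusted p-value under 0.05.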

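At gd19.5, 17397 genes passed the filter, 2354 of them with an unadjusted p-value under 0.05, and the edgeR test gave 4 DEGs, all lower in KO. *C1qtnf6* had 65.8 ± 2.24 CPM (SD, n = 3) in WT and 0.523 ± 0.428 CPM in KO, a log2 fold change of -7.00 (standard error 0.317, adjusted p = 2.38e-05). *Zfp970*, a zinc finger gene on chromosome 2, fell from 14.7 ± 1.95 to 5.76 ± 1.46 CPM, a log2 fold change of -1.37 (standard error 0.175, adjusted p = 0.0373). *Aspg* fell from 18.3 ± 1.57 to 8.95 ± 1.15 CPM (adjusted p = 0.0183), and the long non-coding RNA *Gm47662* from 5.75 ± 0.859 to 2.86 ± 0.202 CPM (adjusted p = 0.0473). All 4 had every KO library below every WT library. Across their alternatives, the adjusted p ran from 9.79e-24 to 0.146 for *Zfp970*, from 1.56e-16 to 0.561 for *Aspg* and from 4.47e-07 to 0.368 for *Gm47662*. Without a fold-change threshold, 20 genes passed (5 higher and 15 lower). Between 1 and 7 DEGs were found when 1 library was left out, with 7 without KO replicate 2, 2 without WT replicate 3, and 1 without KO replicate 3, WT replicate 1 or WT replicate 2. DESeq2 gave 9 DEGs (4 higher and 5 lower) on all 24 libraries and 19 (6 higher and 13 lower) on the 6 libraries. Of the genes that the read part of Table S3 lists past the thresholds at gd19.5, 7 were tested here, and all 7 changed in the listed direction with groups that did not overlap. *Tmem178* was 1.49 (log2 fold change, adjusted p = 0.0635) higher, *Hmcn1* 1.24 (adjusted p = 0.142) and *C1s1* 1.05 (adjusted p = 0.171). *Gm14403* (-1.37, adjusted p = 0.0998), *Gm14418* (-1.29, adjusted p = 0.0663) and *Gm38118* (-1.14, adjusted p = 0.118) were lower. The transcripts of *Gm14403*, *Gm14418* and *Zfp970* are 91.4%, 94.1% and 91.4% identical to those of their nearest paralogs, so reads of these genes that map to several places are missing from the counts.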

**Figure 3:**
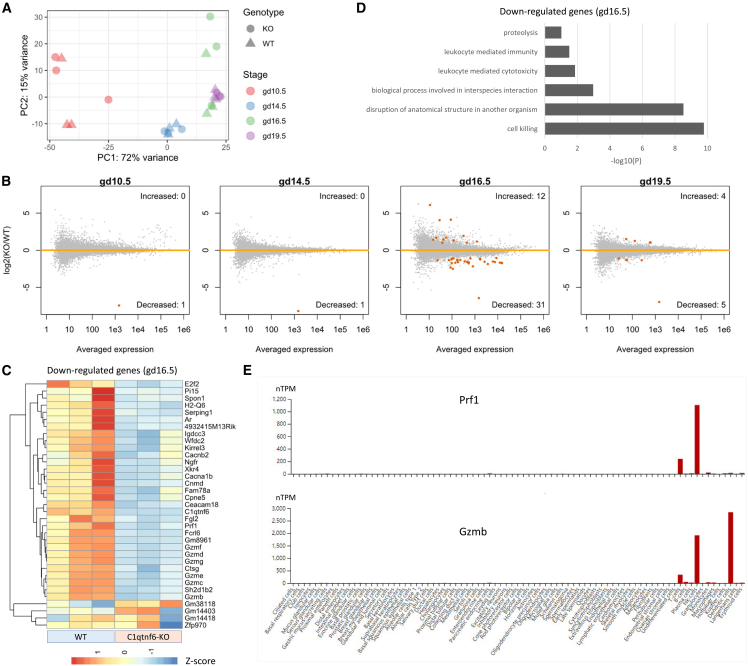
Impaired expression of NK cell genes at MFI after C1qtnf6-deficiency (A) Clustering of different WT and C1qtnf6-KO samples based on PCA analysis. The top 500 genes with the highest variances are used for analysis. (B) MA plots show the differential expression results between WT and C1qtnf6-KO mice. Significant DEGs are highlighted by color. (C) Expression patterns for the 31 genes downregulated in C1qtnf6-KO mice at gd16.5. The expression levels at gd16.5 are visualized. The color gradients show the row *Z* score calculated from normalized read counts. (D) Top enriched GO terms for the 31 genes downregulated in C1qtnf6-KO mice at gd16.5. (E) Data from HPA database show that *Prf1* and *Gzmb* both show NK-cell-enriched expression across different cell types.

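A PCA on the 500 genes with the highest variance of log2 CPM (prior count 2) placed 68.5% of the variance of the 24 libraries on the first component and 17.1% on the second. Gestation stage accounted for 97.0% of the first component and genotype for a further 0.159%. Group means on the first component were -65.7 (WT) and -61.1 (KO) at gd10.5, 2.38 and 2.69 at gd14.5, 25.7 and 30.1 at gd16.5, and 31.5 and 34.5 at gd19.5. On the second component, stage accounted for 36.5% and genotype for a further 7.31%, and the SD within a group of 3 libraries reached 26.9 in WT at gd10.5 and 27.6 in KO at gd16.5. The share of the first component ran from 60.4% with all genes that pass the filter to 74.1% with the variance-stabilizing transformation of DESeq2.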

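All 31 genes shown as downregulated in Fig. 3C had a negative log2 fold change in the edgeR fit of the 6 libraries of gd16.5, from -6.45 for *C1qtnf6* to -1.01 for *Serping1*. For 30 of them, every KO library lay below every WT library, the exception being *Cacnb2*. After *C1qtnf6*, the largest falls were -2.45 for *4932415M13Rik*, -2.30 for *Ngfr* and -2.12 for *Pi15*. Adjusted over all 17071 genes tested, 1 of the 31 genes passed an adjusted p of 0.05, and adjusted over the list alone, 31 did (largest adjusted p = 0.0304). The study chose this list on the same libraries, so the second count is not independent evidence. Without the expression filter 27 of the 31 genes passed, with DESeq2 on the 6 libraries 23, and with DESeq2 on all 24 libraries 31. Leaving out WT replicate 1 raised the count from 1 to 5, and leaving out KO replicate 1, WT replicate 2 or WT replicate 3 lowered it to 0. The 4 genes drawn lowest in Fig. 3C, *Gm14403*, *Gm14418*, *Zfp970* and *Gm38118*, had log2 fold changes between -0.12 and 0.72 at gd16.5, with 2 lower and 2 higher, and between -1.37 and -1.14 at gd19.5.

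**Figure D1:**
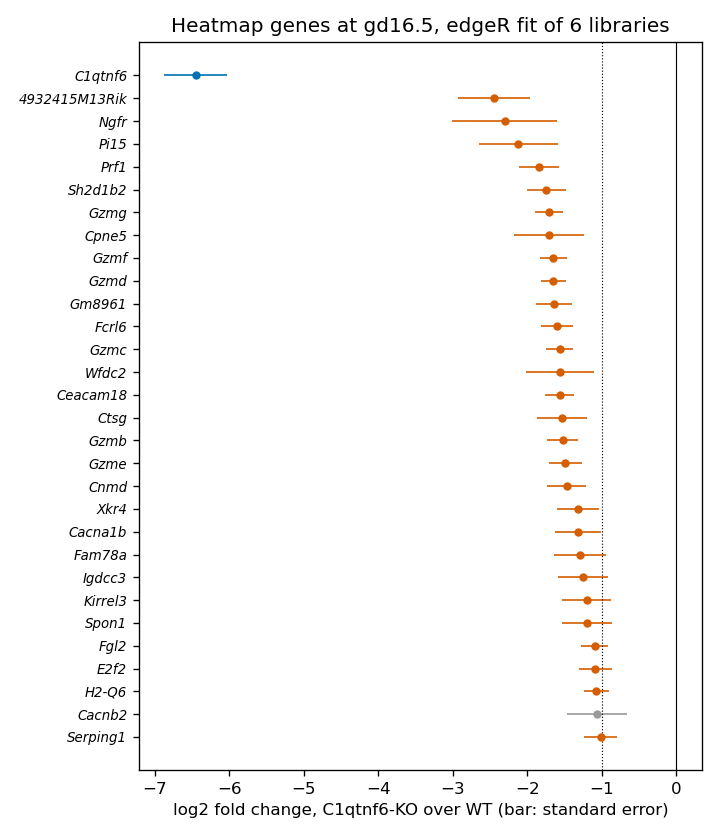
Log2 fold change of 30 of the 31 genes between C1qtnf6-KO and WT libraries at gd16.5, with its standard error as the bar, from the edgeR fit of 3 libraries per genotype. *C1qtnf6* is blue at -6.45, the genes whose KO and WT libraries do not overlap are orange, *Cacnb2* is grey, and the dotted line marks a log2 fold change of -1.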

After uncovering the altered gene expression after C1qtnf6-deficiency, we further investigated the affected biological processes. We performed gene ontology (GO) analysis of the 31 downregulated genes at gd16.5, and interestingly, those genes are highly associated with immune related functions, particularly cell killing (Figure 3D). Indeed, many downregulated genes—including perforin (*Prf1*), multiple granzyme genes (*Gzmb/c/d/e/f/g*), and Fc receptor like 6 (*Fcrl6*)—show NK-cell-specific expression according to the data from HPA database (Figures 3E and S8). 

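*Prf1*, on chromosome 10 from 61297833 to 61304680, had 26.1 ± 7.69 CPM (SD, n = 3) in WT and 7.20 ± 2.05 CPM in KO at gd16.5, a log2 fold change of -1.84 (standard error 0.269, edgeR adjusted p = 0.18). *Gzmb*, on chromosome 14 from 56258838 to 56262260, had 14.1 ± 2.00 CPM in WT and 4.83 ± 1.34 CPM in KO, a log2 fold change of -1.52 (standard error 0.208, edgeR adjusted p = 0.18). *Fcrl6*, on chromosome 1 from 172596642 to 172602551, had 6.38 ± 1.61 and 2.06 ± 0.126 CPM, a log2 fold change of -1.60 (standard error 0.215, edgeR adjusted p = 0.18). *Gzmc*, *Gzmd*, *Gzme*, *Gzmf* and *Gzmg*, which lie on chromosome 14 between 56117626 and 56234656, had WT means of 65.4, 155, 63.1, 138 and 151 CPM and KO means of 21.7, 48.6, 22.2, 43.4 and 45.4 CPM. Their log2 fold changes were -1.57, -1.65, -1.49, -1.65 and -1.71, with edgeR adjusted p-values from 0.122 to 0.18. Each of the 8 genes had every KO library below every WT library, for which the exact permutation test gives p = 0.1, the smallest it allows here. Adjusted over the list alone, all 8 genes passed, and adjusted over all genes tested, 0 of 8 did, although all 8 had an unadjusted p-value under 0.05. The study picked these 8 genes on the same libraries. Across the alternatives, the adjusted p of the 8 genes ran from 2.64e-17 to 0.598, and the log2 fold change stayed at or below -1.25 (*Gzme* with Y-linked expression as a covariate). With that covariate, *Prf1* and *Gzmb* to *Gzmg* passed in edgeR, with adjusted p-values from 0.00692 to 0.0437, while *Fcrl6* did not (0.234). The transcripts of *Gzmd* and *Gzme* are 93.5% identical and those of *Gzmf* and *Gzmg* 88.5%, so the authors' counting leaves out some of their reads, and the values of these 4 genes are not independent.

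**Figure D2:**
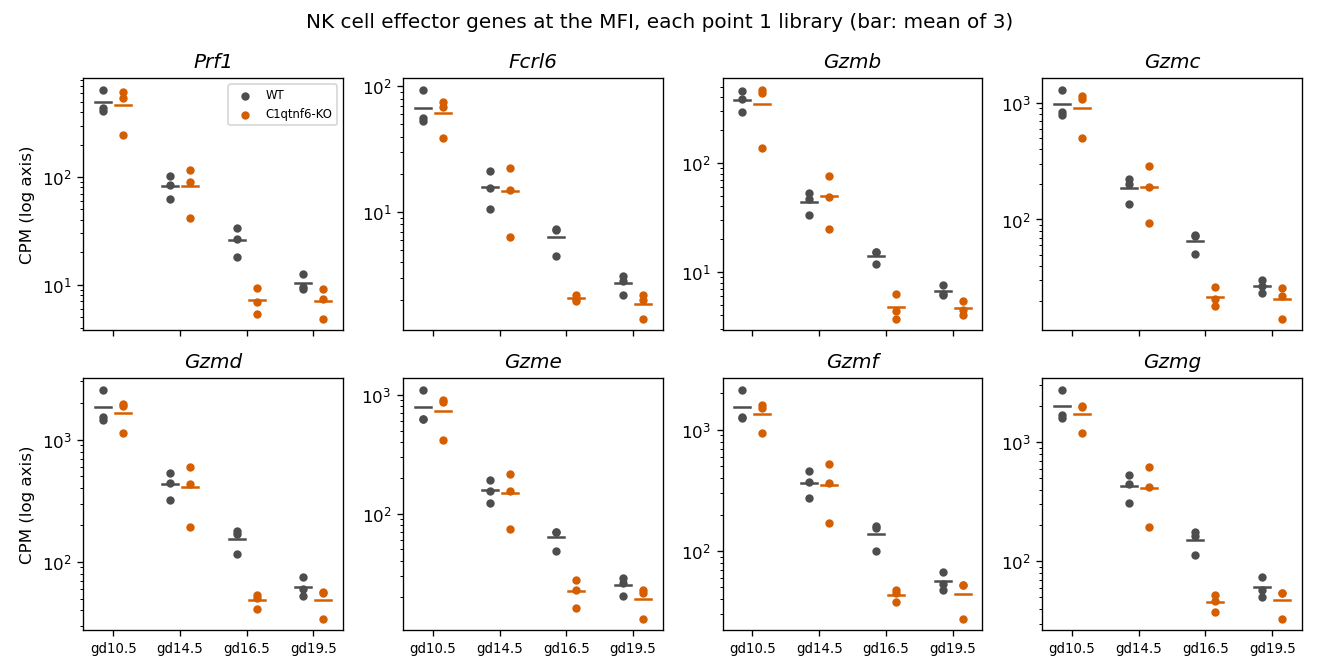
CPM (log axis) of the 8 genes by gestation stage, each point 1 WT or C1qtnf6-KO library and each bar the mean of 3 libraries. At gd16.5 the KO points lie below all WT points in each of the 8 panels, while at gd10.5 and gd14.5 the genotypes overlap.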

Importantly, perforin and granzymes are widely regarded as the critical effector molecules for NK cells.^14^^,^^37^ NK cells are also the most abundant and important immune cell types at MFI, with their roles during gestation reported by numerous studies,^9^^,^^13^^,^^16^ including some linking their abnormal production of granzyme to placental defects and pregnancy loss.^10^^,^^38^^,^^39^ Apart from NK-cell-related genes, we also noticed a few other genes with impaired expression. For example, *H2-Q6* is an MHC-1 gene which may promote antigen recognition by NK cells,^40^ androgen receptor (*Ar*) is a reproductive steroid hormone receptor highly expressed in endometrium,^41^ and E2F2 is a transcription activator who’s ablation causes embryo lethality.^42^

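*H2-Q6*, on chromosome 17 from 35424850 to 35430055, had 26.1 ± 6.03 CPM (SD, n = 3) in WT and 12.2 ± 1.55 CPM in KO at gd16.5, a log2 fold change of -1.08 (standard error 0.171, edgeR adjusted p = 0.233). Its transcript is 94.1% identical to that of *H2-Q4* over 49.3% of its length. *E2f2*, on chromosome 4 from 136172394 to 136196057, had 2.49 ± 0.474 and 1.16 ± 0.137 CPM, a log2 fold change of -1.09 (standard error 0.219, edgeR adjusted p = 0.354). For both genes, the KO libraries lay below all WT libraries. The adjusted p ran across the alternatives from 5.74e-06 to 0.606 for *H2-Q6* and from 0.012 to 0.797 for *E2f2*. At the other stages, the log2 fold changes of *H2-Q6* were -0.13, -0.54 and -0.31, and those of *E2f2* 0.07, -0.17 and 0.45 (gd10.5, gd14.5 and gd19.5).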

Overall, a major finding from the transcriptomic comparison is that C1qtnf6-deficiency leads to the impaired expression of NK-cell-related genes at MFI. 

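The 8 NK cell effector genes (*Prf1*, *Gzmb* to *Gzmg* and *Fcrl6*) were also tested as a list at each stage. Their median log2 fold change was -0.11 at gd10.5, -0.05 at gd14.5, -1.63 at gd16.5 and -0.39 at gd19.5. All 8 genes were lower in KO at gd10.5, gd16.5 and gd19.5, and 6 of 8 at gd14.5. The camera test of limma, with its preset inter-gene correlation of 0.01, gave p-values of 0.210, 0.510, 6.79e-15 and 0.00177 for the 4 stages after Benjamini-Hochberg adjustment over the 8 tests of the NK cell lists. The rotation test fry of limma gave 0.813, 0.813, 0.0180 and 0.304 after the same adjustment, so that gd16.5 held under both and gd19.5 under camera but not under fry. With the inter-gene correlation estimated, the camera adjusted p over the same 8 tests, an adjustment chosen after the results were seen, was 0.133 at gd16.5 and 0.527 at gd19.5, so that neither passed. Of the alternatives, Y-linked expression as a covariate moved the median at gd16.5 most, to -1.42, and with it the median at gd10.5 changed sign, to 0.20. At gd16.5 the median stayed between -1.80 and -1.42 in all 14 alternatives. Leaving out KO gd14.5 replicate 3 turned the median at gd14.5 to 0.28, leaving out KO gd10.5 replicate 2 turned that at gd10.5 to 0.16, and leaving out KO replicate 1 moved them to -0.44 and -0.29. Without KO replicate 2 the median at gd19.5 was -0.17.
The KO effect at gd16.5 was set against the mean effect of the other 3 stages, a difference of -1.39 in the median log2 fold change, lower in 8 of 8 genes. Against gd10.5, gd14.5 and gd19.5 alone, the difference was -1.45, -1.49 and -1.22, each with 8 of 8 genes lower. For the single genes, the edgeR interaction p was between 0.00726 and 0.0379, adjusted over all genes between 0.598 and 0.681 (0 of 8 under 0.05), and adjusted over the list alone between 0.0201 and 0.0379 (8 of 8). In the likelihood ratio test with DESeq2 the adjusted p of the 8 genes was between 0.109 and 0.324 (0 of 8 under 0.05). The study chose the 8 genes for their fall at gd16.5 in these same libraries, which favours gd16.5 as the lowest stage. From the lower levels of perforin, granzyme and *Fcrl6* transcripts at gd16.5 and their NK-cell-specific expression, the paper concludes that loss of *C1qtnf6* impairs the expression of NK-cell-related genes at the MFI.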

Given the close contact between SpA-TGCs and dNK cells and the crucial roles of dNK cells during gestation, we speculate CTRP6 protein may be secreted by SpA-TGCs to regulate dNK cells, hence influence the MFI immune microenvironment.

### Multifaceted abnormality of dNK cells appears at the maternal-fetal interface of C1qtnf6-deficient mice

Previous studies suggest that dNK cells regulate spiral artery remodeling and trophoblast invasion, and their absence can cause decreased fetus viability.^5^^,^^7^^,^^11^^,^^21^ Given the impaired expression of NK cell genes after C1qtnf6-deficiency (Figure 3), we next assessed the properties of this specific cell type in MFI samples collected from WT and C1qtnf6-deficient mice at different gestation stages. In line with the RNA-seq data, RT-qPCR validated the stage-specific reduction of *Prf1* and *Gzmb/c/d/e* expression at gd16.5 in C1qtnf6-deficient mice (Figure 4A). We then examined the protein abundance of PRF1 and GZMB by immunoblotting. Interestingly, we found that while their reduction is most evident at gd16.5, this trend in fact appeared as early as gd14.5 and lasted to gd19.5 (Figure 4B). Immunofluorescence imaging of PRF1 protein also confirmed that its reduction occurs as early as gd14.5 in C1qtnf6-deficient mice (Figures 4C and S9). Therefore, the dNK cell abnormality (as reflected by impaired production of key effector proteins) lasts through the middle and late gestation states, which is beyond the gd16.5 when the abnormal expression occurs. Interesting, the partial fetal loss also occurs during these stages (Figure 2), indicating a potential functional link of dNK cell abnormality to the fetal loss in C1qtnf6-deficient mice.

**Figure 4:**
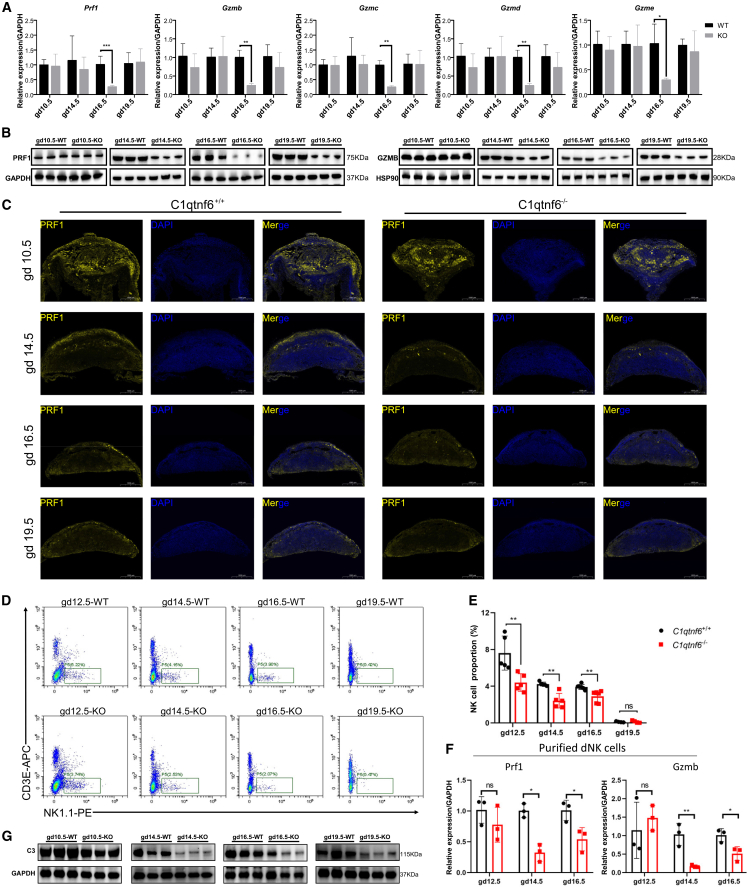
Multifaceted abnormality of dNK cells at the MFI of C1qtnf6-deficient mice (A) RT-qPCR analysis of the altered expression of key NK cell effector genes at the MFI of C1qtnf6-deficient mice. *n* = 3. (B) Similar to A, but examined the protein abundance of PRF1 and GZMB by using western blot. (C) Immunofluorescent imaging of the PRF1 distribution at the MFI of WT and C1qtnf6-deficient mice. Scale bars: 1000 μm. (D) Comparison of the cell amounts of dNK cells at the MFI in WT and C1qtnf6-deficient mice by using FACS sorting. (E) Similar to D, but compared the percentage of sorted dNK cells in different samples. *n* = 4. (F) RT-qPCR analysis of the expression of Prf1 and Gzmb in the dNK cells purified from the MFI of WT and C1qtnf6-deficient mice. *n* = 3. (G) Comparison of the C3 protein abundance at the MFI of WT and C1qtnf6-deficient mice. *n* = 3. Data are represented as mean ± SD. Statistical analyses were performed by using two-tailed Student’s *t* test. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

The reduced production of perforin and granzyme can be due to the silencing of these genes, the reduction of dNK cell amounts, or both. To distinguish these possibilities, we used FACS to assess the amount of dNK cell population—marked as CD3E^−^ NK1.1^+^ cells—in the MFI of WT and C1qtnf6-deficient mice (Figure S10). Matching previous studies,^5^^,^^12^ we also observed the gradual decline of dNK cells during gestation (Figure 4D). Interestingly, we observed significantly lower abundance of dNK cells in C1qtnf6-deficienct mice, with this trend appeared as early as gd12.5 and lasted to gd19.5 (Figures 4D and 4E). Of note, we didn’t include gd10.5 for comparison due to the tiny size of the MFI. Hence, the dNK cell population does get decreased in the MFI of C1qtnf6-deficient mice. Even so, does the production of key NK cell effectors in the retained dNK cells remain altered or not? To address it, we collected the dNK cells at different gestation stages by using FACS, and then compared the mRNA level of *Prf1* and *Gzmb* in the purified dNK cells between WT and C1qtnf6-deficient mice. The RT-qPCR results confirmed that both *Prf1* and *Gzmb* show impaired expression in the purified dNK cells of C1qtnf6-deficient mice (Figure 4F). The decrease of dNK cells occurs as early as gd12.5 based on FACS data (Figures 4D and 4E), which is earlier than the altered expression of *Prf1* and *Gzmb* detected at gd16.5 by RNA-seq (Figure 3B), probably because the RNA-seq data are for MFI samples which involve mixed cell populations other than dNK cells. 

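In the RNA-seq libraries of the earlier stages, *Prf1* had 497 ± 128 CPM (SD, n = 3) in WT and 465 ± 194 CPM in KO at gd10.5, a log2 fold change of -0.07 (edgeR adjusted p = 1.00), and 83.0 ± 19.3 and 82.3 ± 37.9 CPM at gd14.5, a log2 fold change of -0.01 (edgeR adjusted p = 0.999). *Gzmb* had 382 ± 85.1 and 348 ± 183 CPM at gd10.5 (log2 fold change -0.11, edgeR adjusted p = 1.00) and 44.4 ± 9.93 and 49.9 ± 25.7 CPM at gd14.5 (log2 fold change 0.18, edgeR adjusted p = 0.928). At gd19.5, *Prf1* fell from 10.3 ± 1.83 to 7.09 ± 2.15 CPM (log2 fold change -0.56, edgeR adjusted p = 0.309) and *Gzmb* from 6.68 ± 0.753 to 4.64 ± 0.751 CPM (log2 fold change -0.53, edgeR adjusted p = 0.202), each with all KO libraries below all WT libraries. The differences at gd10.5 and gd14.5 were smaller than the SD of either group.
A list of 30 NK cell identity genes, of which the heatmap of Fig. 3C holds 0, was written to follow the cells apart from their effector transcripts. It had 27, 16, 9 and 9 tested genes at the 4 stages, with median log2 fold changes of -0.08, 0.19, -0.26 and -0.16. Adjusted over the 8 NK list tests, the limma camera p was 0.0411 at gd10.5 (21 of 27 genes lower), 0.210 at gd14.5 (4 of 16 lower), 0.00346 at gd16.5 (7 of 9 lower) and 0.241 at gd19.5 (7 of 9 lower), and the adjusted limma fry p was 0.813, 0.813, 0.0282 and 0.304. Under both tests gd16.5 held, and gd10.5 held under camera but not under fry. Adjusted over the 44 tests of 11 cell type lists instead, the limma camera p was 0.0646 at gd10.5 and 0.00798 at gd16.5, and the adjusted limma fry p at gd16.5 was 0.0620, so these calls depend on which tests are adjusted together. With the inter-gene correlation estimated, the camera adjusted p over the 8 tests was 0.133 at gd16.5. At gd16.5 the largest falls were those of *Cd96* (1.30 to 0.517 CPM, log2 fold change -1.30, edgeR adjusted p = 0.363) and *Klrb1b* (0.930 to 0.488 CPM, log2 fold change -0.91, edgeR adjusted p = 0.385), both with KO libraries below all WT libraries. *Il2rb* (60.6 to 74.4 CPM, log2 fold change 0.32) and *Serpinb9b* (326 to 328 CPM, log2 fold change 0.03) were higher, with KO libraries above all WT libraries for *Il2rb*. Which cells express the genes of this list is not shown by mixed tissue, so its median does not measure the number of NK cells. The median at gd16.5 was -0.09 without the expression filter and -0.10 with all 24 libraries fitted together, both with an unadjusted camera p over 0.05, and -0.41 without WT replicate 1. Leaving out KO replicate 2 turned the median at gd10.5 to 0.24 and that at gd19.5 to 0.10, and leaving out KO replicate 1 turned that at gd14.5 to -0.05. Without KO replicate 3 the medians at gd10.5, gd14.5 and gd19.5 were -0.34, 0.45 and -0.28.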

Of note, we noticed reduced levels of C3 at the MFI of C1qtnf6-deficiency mice at as early of gd14.5 (Figure 4G), which may underlie the observed dNK cell abnormality given the response of NK cells to C3 components and the effects of CTRP6 on complement inhibition.^17^^,^^33^^,^^43^ Together, both the dNK cell amounts and the production of key NK cell effectors are impaired in C1qtnf6-deficient mice.

### Injection of CTRP6 protein effectively alleviates the dNK cell abnormality and fetal loss

Given the dNK cell aberrance and partial fetal loss due to C1qtnf6-deficiency, we wonder if such phenotype could be rescued by injection of CTRP6 protein. By re-introducing CTRP6 protein, we can also ascertain the direct influence of MFI by CTRP6 protein. For this purpose, we performed intraperitoneal injection of recombinant human CTRP6 protein (rhCTRP6) in C1qtnf6-deficient mice during gd5.5 and gd10.5 (Figure 5A), and then examined how the embryo and dNK cell phenotypes are changed. Interestingly, the litter size was significantly increased by 24.4% after rhCTRP6 injection (Figure 5B), suggesting the fetal loss is partly rescued. Even though the litter size is still lower than the WT mice (Figure 2E), it is probably because CTRP6 protein has dose-dependent effect.

**Figure 5:**
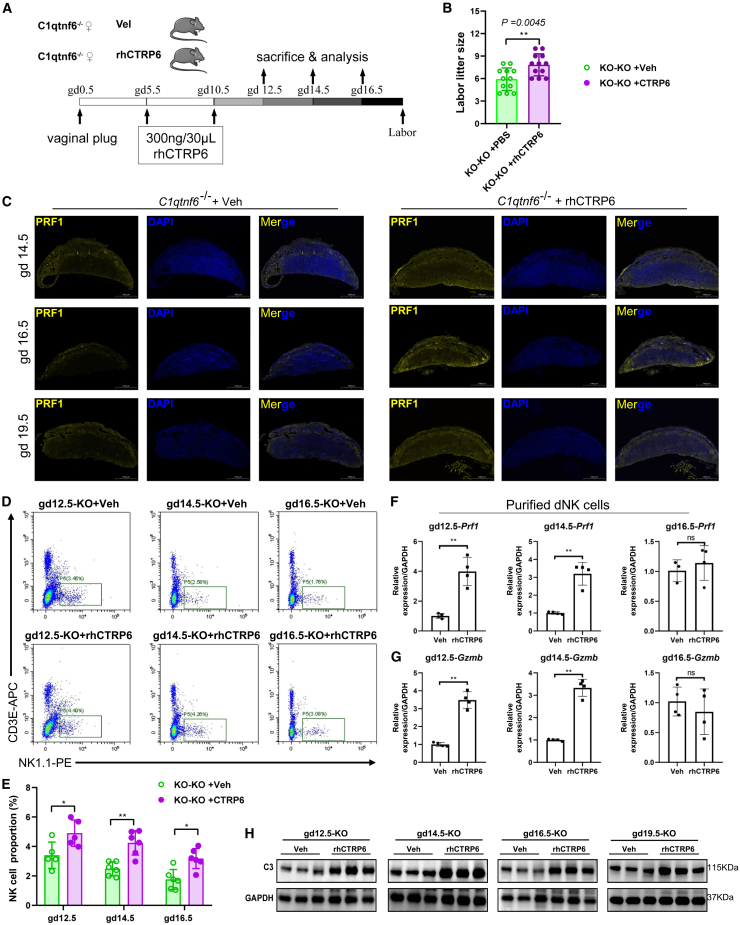
CTRP6 injection alleviates the dNK cell abnormality and fetal loss (A) Scheme figure shows the procedure for intraperitoneal injection of rhCTRP6 protein to pregnant mice. (B) Comparison of the litter sizes in the mice w/wo rhCTRP6 injection. *n* = 12. (C) Immunofluorescent imaging of PRF1 distribution at the MFI in mice w/wo rhCTRP6 injection. Scale bars: 1000 μm. (D) FACS sorting of dNK cells from the MFI of mice w/wo rhCTRP6 injection. (E) Comparison of the dNK cell proportions at the MFI in mice w/wo rhCTRP6 injection. *n* = 5. (F and G) Comparison of the expression of Prf1 and Gzmb in the purified dNK cells from mice w/wo rhCTRP6 injection. *n* = 4. (H) Comparison of the C3 level in the maternal-interface in the mice w/wo rhCTRP6 injection. *n* = 3. Data are represented as mean ± SD. Statistical analyses were performed by using two-sided Student’s *t* test. ∗*p* < 0.05, ∗∗*p* < 0.01.

We further examined the production of key NK cell effectors and found the abundance of PRF1 protein at the MFI is remarkably restored after CTRP6 injection (Figures 5C and S11). To further clarify the effect of CTRP6 protein on dNK cells, we performed FACS sorting to examine the dNK cell population at MFI after CTRP6 injection. Interestingly, the cell proportions of dNK cell populations are remarkably recovered after CTRP6 injection (Figures 5D and 5E). By using the purified dNK cells, we further found that *Prf1* and *Gzmb* both show increased expression after CTRP6 injection at gd12.5 and gd14.5 (Figures 5F and 5G). In line with the decreased C3 level in the MFI of C1qtnf6-KO mice (Figure 4G), we observed remarkably rescued C3 levels after CTRP6 injection (Figure 5H). Further given previous knowledge about the inhibitory role of CTRP6 over the complement alternative pathway,^33^^,^^34^ it indicates the regulatory function of CTRP6 protein over the complement pathway also occurs in the MFI. Together, re-introduction of CTRP6 protein can recuse not only the fetal loss, but also the cell amount and effector production of dNK cells.

## Discussion

The gestation process requires complicated interactions between maternal and fetal sides (decidua vs. placenta), with the crosstalk between dNK cells and invasive trophoblasts (i.e., human EVTs and mouse TGCs) particularly interesting.^14^ The human EVTs and mouse SpA-TGCs can migrate into the uterine tissue, interact with dNK cells which is the most abundant decidual immune cells, to remodel the maternal blood vessels, hence support the growth and development of the conceptus.^7^^,^^44^^,^^45^ Unsurprisingly, the abnormalities of EVTs or dNK cells are both reported to be associated with gestation disorders, such as pre-eclampsia, restricted fetal growth, and recurrent miscarriage.^15^^,^^16^^,^^46^ Trophoblast cells can modulate dNK cell migration, proliferation, and function by secreting a range of cytokines and chemokines.^14^ On the other hand, dNK cells also regulate the differentiation of EVTs and trophoblast invasion in a paracrine manner.^11^^,^^18^ Therefore, the regulation of trophoblast on dNK cells and the decidual immune microenvironment involves a complex network of secreted factors. Our study highlights the function of the hormone-like CTRP6 protein which is secreted by invasive trophoblasts to mediate embryo maintenance, and for the first time shows that the abnormality of dNK cells in MFI is an evident phenotype for C1qtnf6-deficient mice.

While placenta is owned by all eutherian mammals, obvious differences exist across species regarding the shape, structure, cellular composition and molecular feature.^2^^,^^26^ Human and mouse both own the hemochorial placenta, in which maternal blood is in direct contact with trophoblast cells.^44^^,^^47^ To learn more on the links of C1qtnf6 to placenta, we compared different mammals, tissues, trophoblast cells, and gestation stages. Interestingly, transcriptomic analysis showed that abundant C1qtnf6 expression is a unique and conserved feature for hemochorial placentae, which contrasts with all other inspected mammals owning endotheliochorial or epitheliochorial placentae. Specifically, transcriptomic analysis of the MFI and cultured trophoblast cells^27^^,^^35^^,^^36^ uncovered that *C1qtnf6* shows particularly high expression in human EVTs and mouse SpA-TGCs which are functionally analogous cell types that migrate into uterine to facilitate its remodeling. In addition, the expression of *C1qtnf6* is highly specific for placenta and its protein abundance is gradually increased during gestation. This is in contrast to its paralogous members, such as *C1qtnf1* showing ubiquitous expression and other members that are absent from placenta.^25^ These evidences highlight that *C1qtnf6* is a gene obtained specialized roles in invasive placenta during mammalian evolution, and its specific expression in EVTs and SpA-TGCs imply it may be secreted to regulate the maternal decidua.

We inspected the roles and CTRP6 protein during gestation by generating C1qtnf6-KO mice, focusing on its influence at the MFI. Direct comparison between homozygous wild-type and mutant mice confirmed the partial fetal loss (by ∼45%) in mutant mice, and the embryo absorption occurs after gd14.5 when the placenta gets matured. Crossbreeding of heterozygous mice revealed that the fetal loss is due to the impaired production of CTRP6 by the placenta rather the uterine, since only homozygous mutant fetus have lower than expected numbers. Therefore, we speculate that the homochorial placentae secrete CTRP6 to regulate embryo maintenance. However, while the mice crossing data suggest the importance of placenta-secreted CTRP6 protein for embryo maintenance, the evidence is relatively indirect. Alternatively, embryo transfer experiments of WT vs. C1qtnf6-KO fetus to wild-type recipient female mice would provide further evidence about the role of placenta-secreted CTRP6 protein.

Our transcriptomic analysis hints the abnormality of dNK cells after C1qtnf6-KO, since the downregulation of key NK cell effectors (particularly *Prf1* and multiple *Gzm* genes) is the most evident abnormality at the MFI. This finding is attractive given the close contacts between SpA-TGCs and dNK cells and the pivotal roles of dNK cells for embryo maintenance,^8^^,^^14^ hence we paid special attention on dNK cells. 

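At gd16.5, lists of marker genes of other cell types moved less than the effector genes did. The study chose the effector genes for their fall at this stage in these same libraries, so this comparison favours them. Over 4 stages and 11 lists, the NK cell identity list among them, 44 tests were made, of which 11 had a Benjamini-Hochberg adjusted limma camera p under 0.05. Of those 11, 1 also passed under limma fry, the C1qtnf family at gd10.5, a list that includes the deleted gene. Of the others, 7 were at gd16.5, and the remaining 3 were labyrinth trophoblast at gd14.5 (median log2 fold change -0.10, camera adjusted p = 0.0462) and, higher in KO, uterine stroma and muscle (0.23, camera adjusted p = 0.00699) and endothelium (0.16, camera adjusted p = 0.0140) at gd19.5. With all 24 libraries fitted together, the labyrinth median at gd14.5 was -0.095, with an unadjusted camera p of 0.161. Leaving out 1 library moved this median between -0.18 (without WT replicate 2) and -0.05 (without WT replicate 1). The unadjusted camera p of these fits ran from 0.0015 to 0.141. At gd16.5, 18 genes of uterine stroma and muscle had a median log2 fold change of -0.51, lower in 16 of 18 (camera adjusted p = 1.76e-05, fry adjusted p = 0.101). The 12 endothelial genes had -0.34, lower in 12 of 12 (camera adjusted p = 4.08e-04, fry adjusted p = 0.26), and the 11 labyrinth trophoblast genes -0.47, lower in 9 of 11 (camera adjusted p = 9.19e-04, fry adjusted p = 0.202). The 11 trophoblast giant cell genes had 0.64, higher in 9 of 11 (camera adjusted p = 1.20e-04, fry adjusted p = 0.062), the 16 spongiotrophoblast and glycogen cell genes 0.27, higher in 13 of 16 (camera adjusted p = 4.28e-04, fry adjusted p = 0.129), and the 11 neutrophil genes 0.46, higher in 8 of 11 (camera adjusted p = 0.00798, fry adjusted p = 0.082). Without KO replicate 2 the neutrophil median was 0.15 and without WT replicate 1 it was 0.88. Without WT replicate 3 the endothelial median was -0.19. The spongiotrophoblast and glycogen cell median was 0.15 without KO replicate 3, against 0.42 without WT replicate 2. With all 24 libraries fitted together it was 0.25 with an unadjusted camera p of 0.144, so its call did not hold there. With Y-linked expression as a covariate, an alternative chosen for these lists after the results were seen, the medians were -0.48 for uterine stroma and muscle, -0.20 for endothelium, -0.28 for labyrinth trophoblast, 0.61 for giant cells, 0.37 for spongiotrophoblast and glycogen cells and 0.24 for neutrophils. Whether the KO effect on these lists differed between stages was not tested.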

We found the abnormality of dNK cells in C1qtnf6-KO mice is evident: (1) according to FACS data, the amount of dNK cells at MFI is decreased; (2) regarding the purified dNK cells, their production of perforin granzymes is also remarkably decreased. Therefore, CTRP6 protein regulates not only the dNK cell accumulation at decidua but also the malfunction (as reflected by the low production of key effectors) of dNK cells. These data suggests that the abnormality of dNK cells coincides with the partial fetal loss in C1qtnf6-KO mice. Of note, the abnormality of dNK cells starts earlier than gd12.5, which is before the fetal loss appears. This is in line with previous observation that pregnancy disorders occur late yet begin at early stages.^1^ Further given the pivotal role of dNK cells and that both the dNK cell and embryo abnormality can be rescued after CTRP6 inject, it is attractive to speculate a potential causal link between CTRP6-dNK cell axis and embryo maintenance. Nevertheless, we cannot preclude the possibility that other minority cell populations (e.g., T lymphocytes and macrophages) at the MFI may also be disturbed after C1qtnf6-deficiency and contribute to the observed partial fetal loss. 

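In the RNA-seq libraries, 7 of 18 T cell marker genes were tested at gd16.5, with a median log2 fold change of -0.32, lower in 5 of 7 (limma camera adjusted p = 0.253, limma fry adjusted p = 0.639). At gd10.5, gd14.5 and gd19.5 the median was -0.15, 0.06 and -0.15, with limma camera adjusted p-values of 0.274, 0.943 and 0.788. The 16 macrophage marker genes tested at gd16.5 had a median of 0.33, higher in 12 of 16 (limma camera adjusted p = 0.106, limma fry adjusted p = 0.655), which was 0.06 without KO replicate 2 and 0.63 without WT replicate 1, and 0.13 with Y-linked expression as a covariate, chosen after the results were seen. At the other stages the macrophage median was -0.17 (13 of 15 lower), -0.12 (10 of 15 lower) and 0.04 (8 of 16 lower), with limma camera adjusted p-values of 0.0512, 0.247 and 0.274. None of the T cell or macrophage tests passed adjustment over the 44 list tests (0 of them, smallest camera adjusted p = 0.0512), while 2 had an unadjusted camera p under 0.05. The T cell median at gd19.5 was -0.42 without WT replicate 3, -0.40 without WT replicate 2, -0.34 without KO replicate 1 and -0.20 with all 24 libraries fitted together, each with an unadjusted camera p under 0.05 and a fry p over 0.05. The same held for the T cell median at gd10.5 without WT replicate 3 (-0.31) and at gd16.5 without KO replicate 2 (-0.23), and for the macrophage median at gd10.5 without KO replicate 3 (-0.43) and at gd19.5 without WT replicate 3 (0.32). The macrophage median at gd14.5 without WT replicate 3 (-0.20) had both unadjusted p-values under 0.05. Of the macrophage genes, 3 (*C1qa*, *C1qb* and *C1qc*) are complement genes as well.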

Single-cell sequencing experiments and dNK cell depletion or inhibition experiments may further resolve the contribution of dNK cell dysfunction to the fetal loss phenotype after C1qtnf6-deficiency. Despite of this limitation, we suppose that the identified abnormality of dNK cells can at least be regarded as a hallmark for the disrupted immune microenvironment at the MFI as caused by C1qtnf6-deficiency.

Regarding why dNK cells get aberrant after C1qtnf6-KO, multiple evidences suggest it may involve the complement activation. A previous study identified CTRP6 protein as a complement regulator and showed that it can be used to treat induced arthritis by suppressing the alternative complement pathway.^33^ In another study, CTRP6 was reported to inhibit the formation of C3bBb during complement alternative pathway activation in age-related macular degeneration.^34^ 

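In the RNA-seq libraries, *C3*, on chromosome 17 from 57203970 to 57228136, had 18.4 ± 10.1 CPM (SD, n = 3) in WT and 18.9 ± 12.6 CPM in C1qtnf6-KO mice at gd10.5, a log2 fold change of 0.06 (standard error 0.532, edgeR adjusted p = 1.00). At gd14.5 it had 5.46 ± 3.11 and 5.27 ± 0.613 CPM, a log2 fold change of 0.00 (standard error 0.308, edgeR adjusted p = 0.999). At gd16.5 it had 5.53 ± 4.32 and 19.7 ± 17.6 CPM, a log2 fold change of 1.85 (standard error 0.832, edgeR adjusted p = 0.453), with the KO libraries between 3.38 and 38.3 CPM. Without KO replicate 2 this log2 fold change was 0.91, without WT replicate 1 it was 2.73, and with Y-linked expression as a covariate it was 0.57. At gd19.5 it had 6.17 ± 2.30 and 8.37 ± 3.90 CPM, a log2 fold change of 0.45 (standard error 0.339, edgeR adjusted p = 0.585). The genotypes overlapped at all 4 stages, and the sign at gd10.5 and gd14.5 changed with the setting, to -0.02 with the replicate number as a block at gd10.5 and to -0.05 with DESeq2 on all 24 libraries at gd14.5. With 1 library left out, *C3* was -0.62 without KO replicate 3 and 0.58 without WT replicate 2 at gd10.5, -0.30 without WT replicate 1 and 0.52 without WT replicate 3 at gd14.5, and 0.02 without KO replicate 2 and 0.71 without WT replicate 1 at gd19.5. Over the alternatives of all 4 stages the adjusted p of *C3* ran from 0.0399, at gd19.5 without the expression filter, to 1.00.
A list of 31 complement genes, of which the study's heatmap holds 1 (*Serping1*), had a median log2 fold change of -0.10 (17 of 28 lower), 0.00 (13 of 25 lower), 0.54 (22 of 28 higher) and 0.01 (12 of 24 lower) at the 4 stages. The limma camera adjusted p was 0.162, 0.398, 0.118 and 0.990, and the limma fry adjusted p 0.936, 0.875, 0.876 and 0.970. Without KO replicate 2 the complement median at gd16.5 was 0.02, with at least 10 counts in every library it was 0.21, and with Y-linked expression as a covariate, chosen after the results were seen, it was -0.01. It was 0.54 with RLE size factors, 0.55 with all 24 libraries fitted together, 0.52 with the replicate number as a block, 0.83 without WT replicate 1, 0.64 without KO replicate 1 and 0.68 without KO replicate 3, each with an unadjusted camera p under 0.05 and a fry p over 0.05. At gd10.5 the same held for -0.18 with at least 10 counts in every library, -0.31 without KO replicate 3 and -0.26 without WT replicate 3, while with the covariate the median was 0.08 and without KO replicate 2 the median was 0.07.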

Despite that the C3 expression in MFI remained constant (or even increased) after C1qtnf6-KO, we found its protein abundance is decreased—a sign for complement activation and assumption according to previous studies on autoimmune diseases.^17^ Indeed, multiple previous studies linked aberrant complement activation to pregnancy disorders.^48^^,^^49^ For example, an early study found that complement activation is associated with the placental and fetal injury during recurrent miscarriages and intrauterine growth restriction.^50^ Accordingly, several factors for inhibiting complement activation at MFI have also been reported previously, such as the rodent-specific *Crry* which is a complement regulator whose deficiency causes embryonic lethality.^51^ The exact regulatory mechanism of CTRP6 proteins over the complement pathway remain to be further investigated. In practical, CTRP6 may also have the potential to be used for the prevention of embryo loss during gestation.^52^

As the most abundant and critical immune cells in decidua, dNK cells are extensively studied and multiple proteins serving as dNK cell regulators have been reported previously. For example, a key leukocyte signaling molecule named p110δ was reported to regulate dNK cells and macrophages in decidua, hence influence fetus maintenance and growth in mice.^46^ The deficiency of the maternal-secreted BMPR2 protein also causes dNK cell abnormality (regarding both the cell amounts and the expression of *Prf1*) and fetal loss in mice,^53^ resembling the phenotype after C1qtnf6-KO. Recently, it was found that dNK cells can also respond to the cytokine IL-21 (likely produced by macrophages and T cells) during decidualization, thus get enhanced functionality for spiral artery remodeling.^12^ Despite of these studies, the CTRP6 proteins still show several special properties. Compared with these proteins, C1qtnf6 is special in that it shows conserved high expression in hemochorial placentae (unlike the rodent-specific *Crry*) and it is specifically secreted by invasive trophoblasts (but not by maternal cells as for IL-21 and BMPR2) to regulate decidua, thus represents an active strategy to regulate the maternal immune microenvironment. Meanwhile, plenty studies also uncovered the regulation of trophoblasts by dNK cells,^9^^,^^54^ together highlight the complicated cross-talk between the dNK cells and trophoblasts at MFI.

### Limitations of the study

Several limitations of this study should be noted. First, while the multifaceted abnormality of dNK cells is uncovered as the most evident phenomenon after C1qtnf6-deficiency, it remains unclear if dNK cell abnormality plays dominant roles for the observed partial fetal loss. Further study based on dNK cell depletion or inhibition experiments on animal models can provide additional evidence on the contribution of dNK cells for proper embryo maintenance. Second, it remains unclear why the cell amount and effector molecule production of dNK cells can be remarkably affected after C1qtnf6-deficiency. We speculate that instead of direct regulation on dNK cells, it is more possible that regulation of dNK cells by CTRP6 proteins is mediated by the complement pathway—yet additional experiments (such as by using purified dNK cells) are necessary to clarify the underlying regulatory mechanism. Last, apart from the abnormality of dNK cells, it is possible that other immune cell types—such as T cells and macrophages—may also be affected after C1qtnf6-deficiency and contribute to the observed partial embryo loss. We expect that single-cell resolution comparison of the MFI samples between WT and C1qtnf6-KO mice by using scRNA-seq could further characterize the subtle (yet potentially critical) alterations of these minor immune cell populations due to C1qtnf6-deficiency.

## Resource availability

### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Ming-an Sun ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

• Sequence data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) database (https://www.ncbi.nlm.nih.gov/geo/) under accession GSE285241.
• The raw experimental data and images have been deposited to FigShare at: https://figshare.com/s/dc82a989f61eb7930798.
• The custom scripts have been deposited to GitHub at: https://github.com/mingansun/CTRP6-project.

## Acknowledgments

We are grateful to all the staffs involved in the mouse care and feeding, and Dr. Binqing Fu for insightful discussions. This research was supported by the grants from the 10.13039/501100001809National Natural Science Foundation of China (32270584 to M.-a.S.), Jiangsu Basic Science (Natural Science) Research Project of Higher Education Institutions (24KJD230003 to H.F.), the Interdisciplinary Center for Zoonoses and Biosecurity of 10.13039/501100007062Yangzhou University, the 111 Project D18007, and the Priority Academic Program Development of Jiangsu Higher Education Institutions (10.13039/501100012246PAPD). This study utilized the computational resource of the Yangzhou University College of Veterinary Medicine High-Performance Computing Cluster.

## Author contributions

M.-a.S. and H.F. conceived and designed the project. M.-a.S., W.B., and B.C. supervised this study. H.F., X.C., W.Y., and H.W. performed the experiments. C.D., M.-a.S., and S.C. performed bioinformatics analysis. Y.T., Y.W., and X.C. were responsible for the feeding of the mice. H.F. and M.-a.S. wrote the manuscript. H.W. and B.C. gave advice and revised the manuscript. All authors have reviewed and approved the paper.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Critical commercial assays**		

DNA extraction kit	Vazyme	CAT# DC301-01
RNAs using HiScript® Reverse Transcriptase kit	Vazyme	CAT# R201-01
Enzyme-linked immunosorbent assay (ELISA) kit	CUSABIO	CAT# CSB-EL003651HU
BCA protein assay kit	Solarbio	CAT# PC0020
RNAiso	Takara	CAT# 9109
SYBR Green master mix	Vazyme	CAT# Q421

**Antibodies**		

Mouse monoclonal anti- Prf1	Santa Cruz	CAT# sc-374346; RRID:AB_10988266
Mouse monoclonal anti-Gzmb	R&D systems	CAT# Af1865; RRID:AB_2294988
Rabbit monoclonal anti-C3	Abcam	CAT# ab181147
Mouse monoclonal anti-GAPDH	Proteintech	CAT# 10494-1-AP; AB_2263076
Mouse monoclonal anti-HSP90	Proteintech	CAT# 60318-1-lg; RRID:AB_2881429
Rabbit monoclonal anti-CTRP6	Abcam	CAT# ab36900; RRID:AB_731490
anti-mouse CD16/32	BioLegend	CAT# 156603; RRID:AB_2783137
anti-mouse NK1.1	Biogems	CAT# 83712-60
anti-mouse CD3E	Biogems	CAT# 05122-80

**Biological samples**		

placenta	This paper	N/A

**Chemicals, peptides, and recombinant proteins**		

Fetal Bovine Serum	Thermo Fisher Scientific	CAT# 10437-028
DNase Ⅰ	STEMCELL	CAT# 07900
10 × ACK Lysis Buffer	Elabscience	CAT# E-CK-A105
Collagenase Ⅳ	STEMCELL	CAT# 07909
Bovine Serum Albumin	Sigma-Aldrich	CAT# A8806
RhCTRP6	Prospec	CAT# pro-655
DAPI	Invitrogen	CAT# 62248

**Deposited data**		

Single-cell RNA sequencing data	Vento-Tormo et al.^55^	E-MTAB-6701
Single-cell RNA sequencing data	Jiang et al.^35^	GSE59992
RNA-seq data of cow placenta	Armstrong et al.^56^	GSE79121
RNA-seq data of cow placenta	Moradi et al.^57^	GSE194033
RNA-seq data of dog placenta	Armstrong et al.^56^	GSE79121
RNA-seq data of armadillo placenta	Armstrong et al.^56^	GSE79121
RNA-seq data of horse placenta	Coleman et al.^58^	GSE46859
RNA-seq data of horse placenta	Wang et al.^59^	GSE30243
RNA-seq data of human placenta	Necsulea et al.^60^	GSE43520
RNA-seq data of human placenta	Dunn-Fletcher et al.^61^	GSE118285
RNA-seq data of human placenta	Pavličev et al.^62^	GSE87708
RNA-seq data of elephant placenta	Armstrong et al.^56^	GSE79121
RNA-seq data of rhesus monkey placenta	Sun et al.^63^	GSE153082
RNA-seq data of rhesus monkey placenta	Dunn-Fletcher et al.^61^	GSE118284
RNA-seq data of opossum placenta	Armstrong et al.^56^	GSE79121
RNA-seq data of opossum placenta	Necsulea et al.^60^	GSE43520
RNA-seq data of mouse placenta	Dunn-Fletcher et al.^61^	GSE43520
RNA-seq data of mouse placenta	Necsulea et al.^60^	GSE118283
RNA-seq data of pig placenta	Wang et al.^64^	GSE110414
RNA-seq data of mouse placenta	This paper	GSE285241

**Software and algorithms**		

STAR v2.7.3	Dobin et al.^65^	https://github.com/alexdobin/STAR
subread v2.0.0	Liao et al.^66^	https://github.com/ShiLab-Bioinformatics/subread
DESeq2 v1.30.1	Love et al.^67^	https://bioconductor.org/packages/DESeq2
RSEM v1.3.2	Li et al.^68^	https://github.com/deweylab/RSEM
ExprX package v0.0.3	Sun et al.^26^	https://github.com/mingansun/ExprX
Seurat v3.1.5	Stuart et al.^69^	https://satijalab.org/seurat
DAVID	Huang et al.^70^	https://davidbioinformatics.nih.gov
R	Team, R.C^71^	https://www.r-project.org
GraphPad Prism	GraphPad	http://www.graphpad.com

### Experimental model and study participant details

#### Animals

All animal research were approved by the Ethics Committee of Yangzhou University Health Science Center and were conducted according to the institutional ethical guidelines for animal experiments and safety guidelines for gene manipulation experiments (license approval number: SYXK (Su) 2022-0044). The animals involved in this study were all on C57BL/6 background. C57BL/6 wildtype (WT) mice and C1qtnf6-KO (S-KO-14014, strain C57BL/6JCya) mice were obtained from Cyagen Biosciences (Suzhou, China). Mice were bred and maintained in a specific-pathogen-free facility with a 12 h light/12 h dark cycle, ambient temperature of 20°C–24°C, humidity of 30–70% and allowed free access to food and water. To prepare pregnant female mice of different genotypes, we randomly allocated one male and one female mice into each cage. Mating experiment was started at 4:30–5:30 p.m., and then vaginal plug was checked at 8:30–9:30 a.m. in next morning; the existence of vaginal plug was considered as 0.5 days postcoitum (dpc), and was considered as 0.5 days of gestation if pregnancy was confirmed later. The gRNA sequences used for CRISPR/Cas9 engineering are listed in Table S4.

### Method details

#### Mice genotyping

Genotyping of mice was performed by using the standard genomic DNA extracted from toe samples, followed by PCR and gel electrophoresis. The PCR primers for genotyping are listed in Table S5.

#### Titration of CTRP6

Mice were killed under ether anesthesia, and their serum was collected and diluted 10 times with PBS (PH7.4). The CTRP6 level of serum supernatant at different gestation days (No-pregnancy, gd6.5, gd10.5, gd14.5, gd16.5 and gd19.5) was measured using the Enzyme-linked immunosorbent assay (ELISA) kit (CUSABIO, CSB-EL003651HU, Wuhan, China). Each sample was analyzed in triplicate and the mean value was measured.

#### Immunohistochemistry

Placenta samples were fixed in 4% paraformaldehyde overnight. After dehydration, the samples were embedded in paraffin and sectioned at a thickness of 5 μm. Sections were deparaffinized in xylene three times (5 min each), rehydrated in anhydrous ethanol and 95% ethanol twice (5 min each). For H&E staining, the section stained with hematoxylin and eosin. For IHC staining, the sections were incubated in blocking buffer (5% normal donkey serum, 1% BSA, 0.3% Triton X-100 in PBS) for 1 h at room temperature (RT), and then stained with anti-CTRP6 (1:25, Abcam, ab36900), anti-Prf1 (1:25, Santa Cruz, sc-374346) antibodies in blocking buffer at 4°C overnight. After washed 3 times in PBS, the tissue sections were stained with biotin-labeled secondary antibodies, and counterstained with DAPI (62248, Invitrogen, USA) for 5 min. The slides were counterstained with H&E and imaged using an 80i microscope equipped with a camera (Nikon, Tokyo, Japan).

#### Real-time quantitative PCR

The total RNA of placentae was extracted using RNAiso (9109, Takara, Dalian, China), cDNAs were synthesized from the purified RNAs using HiScript Reverse Transcriptase kit (R201-01, Vazyme, Nanjing, China). Quantitative PCR was performed using SYBR Green master mix (Q421, Vazyme, Nanjing, China) in an ABI StepONEPlus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). The mouse *GAPDH* was selected as an internal control. Each gene was performed in triplicate or more and the relative quantitative of gene expressive was calculated using 2^-ΔΔCt^ method. All the primers used for qRT-PCR were listed in Table S6.

#### Western blotting

The samples were lysed with RIPA buffer supplemented with protease inhibitors for 15 min on ice, scraped and centrifuged at 12,000 rpm at 4 °C for 10 min. After quantified using BCA protein assay kit (PC0020, Solarbio, Beijing, China), equal amounts (20 μg) of denatured proteins were loaded on 10–12% SDS-PAGE gel for electrophoresis, transferred to PVDF membranes (Millipore Corp., Bedford, MA, USA), and then blocked with 5% skim milk (BD, Franklin Lakes, NJ, USA) at room temperature for 1 h. After probing with primary antibodies (Table S6) overnight at 4°C, the membranes washed with TBST (T1081, Solarbio, Beijing, China) and incubated with secondary antibodies (Jackson ImmunoResearch Laboratories, West Grove, PA, USA) at RT for 1 h. Protein bands were visualized using Luminol/Enhancer Reagent (New Cell & Molecular Biotech, Suzhou, China) and then exposed with FluorChem FC3 system (Protein-Simple, CA, United States). Finally, the relative integrated density of each band was digitized with FluorChem FC3 system. GAPDH (Proteintech, 10494-1-AP) or HSP90 (Proteintech, 60318-1-lg) were used as internal control. The primary antibodies and dilution factors are listed in Table S7.

#### RNA-seq analysis

Total RNA for placentae of mice were extracted using Trizol reagent (9109, Takara, Dalian, China) with on-column DNase digestion, and then submitted for library construction by TruSeq stranded mRNA sample preparation kit (Illumina). RNA-seq libraries were sequenced as 150 bp paired-end reads with HiSeq2500 (Illumina) platform. Raw reads were trimmed with Trim Galore v0.6.4, and then aligned to the mouse reference genome (GRCm38) using STAR v2.7.3^65^ with default settings, and then obtained gene-level read counts using the *featureCount* function from subread v2.0.0^66^ with default settings. At last, differentially expressed genes were identified using DESeq2 v1.30.1^67^ with the cutoff: FDR<0.05 and |log2Foldchange|>1. Of note, DESeq2 determines FDR values by using Benjamini-Hochberg approach.

#### Interspecies gene expression comparison

Placental RNA-seq data for ten different mammalian species are collected from multiple studies, as summarized in Table S1. Raw reads were trimmed with Trim Galore v0.6.4. Transcript Per Million (TPM) value for each gene in each sample was calculated with RSEM v1.3.2^68^ with default settings. By using the ExprX package v0.0.3 we previously developed,^26^ we determined the one-to-one orthologues across all compared species and then calculated their normalized TPM values by using TMM approach. The normalized expression levels were subjected to interspecies comparison. The reference genomes used include human (GRCh38), rhesus monkey (Mmul_10), mouse (GRCm38), dog (ROS_Cfam_1.0), horse (EquCab3.0), cow (ARS-UCD1.3), pig (Sscrofa11.1), armadillo (Dasnov3.0), elephant (loxAfr3), and opossum (ASM229v1).

#### scRNA-seq

The scRNA-seq of human and mouse MFI samples are generated by previous studies^35^^,^^36^ and summarized in Table S1. For human scRNA-seq data, we retrieved the processed data of the original study^36^ directly from HPA database,^72^ which include the clustering figures and the averaged gene expression level for each cell cluster. For mouse scRNA-seq, we visualized the data by using Seurat v3.1.5^69^ according to the pipeline shared by the original study,^35^ with the technical details and scripts already made available by the original study.

#### GO enrichment analysis

GO enrichment analyses for differentially expressed genes were performed using DAVID bioinformatics resources.^70^ Only the GO terms from “Biological processes” category were used for visualization.

#### Tissue digestion and cell preparation

For placentae digestion, the tissues were harvested from mice at gd12.5, gd14.5, gd16.5 and gd19.5. Then, the tissues were opened longitudinally, cut into small pieces (∼5 mm^2^), and digested with 1 mg/mL Collagenase Ⅳ (07909, STEMCELL, shanghai, China) and 0.5 mg/mL DNase Ⅰ (07900, STEMCELL, shanghai, China) at 37°C for 30 min. The digested tissues were strained through 70 μm filters, erythrocytes were lysed for 10 min at room temperature (Elsbscience, E-CK-A105), washed with PBS containing 2% FBS, and then count 10^6^ cell/100 μL, followed by antibody staining.

#### Flow cytometry

Digested placenta cells were resuspended in PBS with 2% FBS. Before surface stating, the anti-CD16/32 antibody (BioLegend, 156603) was used to block the Fc receptors. Afterward, the cells were incubated with anti-mouse CD3E (Biogems, 05122-80) and anti-mouse NK1.1 (Biogems, 83712-60) to surface molecules for 30 min at 4 °C, and then washed and resuspended in PBS with 2% FBS.

Flow cytometric analysis was performed on LSRFortessa (BD Biosciences). Data were analyzed with FlowJo software (BD Biosciences). Cell sorting was performed on Aria III cytometers (BD Biosciences) at high purity. The dNK cells from MFI were sorted by the gating strategy of live CD3E^−^ NK1.1^+^.

#### Re-introduction of CTRP6 protein

To examine the therapeutic effect of CTRP6 on dNK cell abnormality and fetal loss, we injected rhCTRP6 (pro-655, Prospec, Israel) to C1qtnf6-deficient pregnancy mice. Virgin female mice at 8 to 10 weeks of age were cohabited with adult males (>12 weeks of age). Vaginal plugs was observed at 5 a.m. the next day, if observed vaginal plugs are considered pregnancy, and recorded as gestation day 0.5. Pregnant mice were gently divided into two groups at random. The experimental group received injections of 300ng/30 μL on gd5.5 and 10.5, while the control group was administered with 30 μL of PBS on the same days Twelve female mice in each of two groups were used to record the litter size. The remaining mice were killed on gd12.5, 14.5, 16.5 and 19.5, and their placenta tissues were collected for further analysis. The content of dNK cells in the placenta was assessed using flow cytometry, and these cells were then analyzed for related gene expression levels.

#### Statistical analysis and visualization

All values are presented as the mean ± SD of at least three independent experiments. Comparisons of two means were analyzed by two-sided Student’s *t* test. *p* < 0.05 was considered as statistically significant, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. The statistical analyses of Mendelian ratios of C1qtnf6-KO mice were performed by χ2 test. The mice were randomly divided into different experimental groups or divided by their genotyping and gestational days. Most statistical analyses were performed with R statistical programming language^71^ and Prism 8 software (GraphPad Software, La Jolla, CA, USA).

### Quantification and statistical analysis

The qRT-PCR data were analyzed using the 2^ΔΔ^Ct method, and the gene expression levels were presented in a bar chart format. The differential expression analysis of the log2 standardized and scaled data was performed using the FindMarkers function, and the Wilcoxon rank-sum test was applied. All other parameters were set to default values. The data for comparisons between groups or columns were analyzed using GraphPad Prism. The results were presented in the form of mean ± SD, with at least three independent experiments. The “n” numbers in all experiments indicated the number of independent repetitions. The comparison between the two groups was analyzed using the two-tailed Student’s *t* test. A *p*-value of <0.05 was considered statistically significant.

# Supplementary material for: Partial embryo loss caused by disruption of the placental hormone CTRP6 coincides with dNK cell abnormalities during pregnancy
**Source:** iScience. 2025 Dec 13;29(1):114434. doi: 10.1016/j.isci.2025.114434
**Supplement:** Document S1. Figures S1–S11 and Tables S1–S7

## **Supplemental information**

### **Partial embryo loss caused by disruption of the placental hormone CTRP6 coincides with dNK cell abnormalities during pregnancy**

**Hairui Fan, Xiaolei Chen, Cui Du, Shuai Chen, Wenzhe Yu, Yuchen Tang, Yifu Wang, Haifei Wang, Wenbin Bao, Bin Cao, and Ming-an Sun**

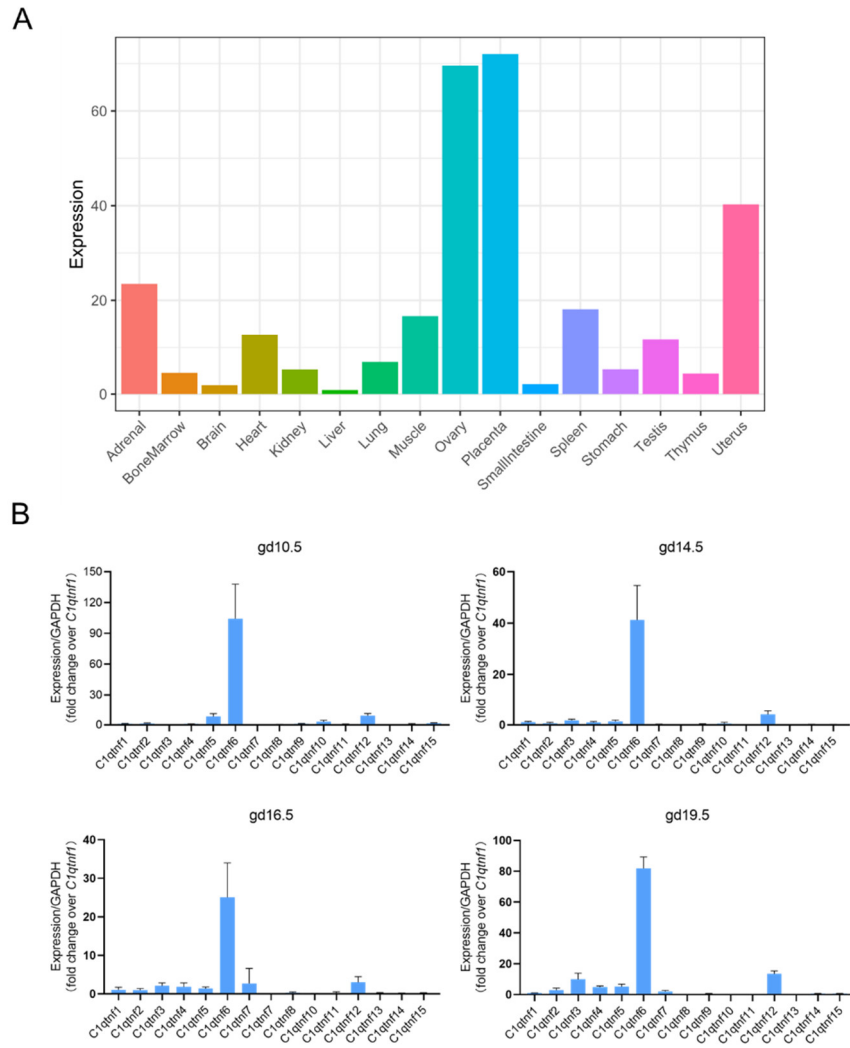

**Figure S1. Expression profile of C1qtnf6 across different mouse tissues and the relative expression of C1qtnf family in mouse placentae**

(A) The expression of C1qtnf6 in different mouse tissues as measured by normalized TPM values. All the involved data are summarized in Table S1. (B) The relative expression of C1qtnf family mRNA in placentae were determined by qRT-PCR (n = 3).

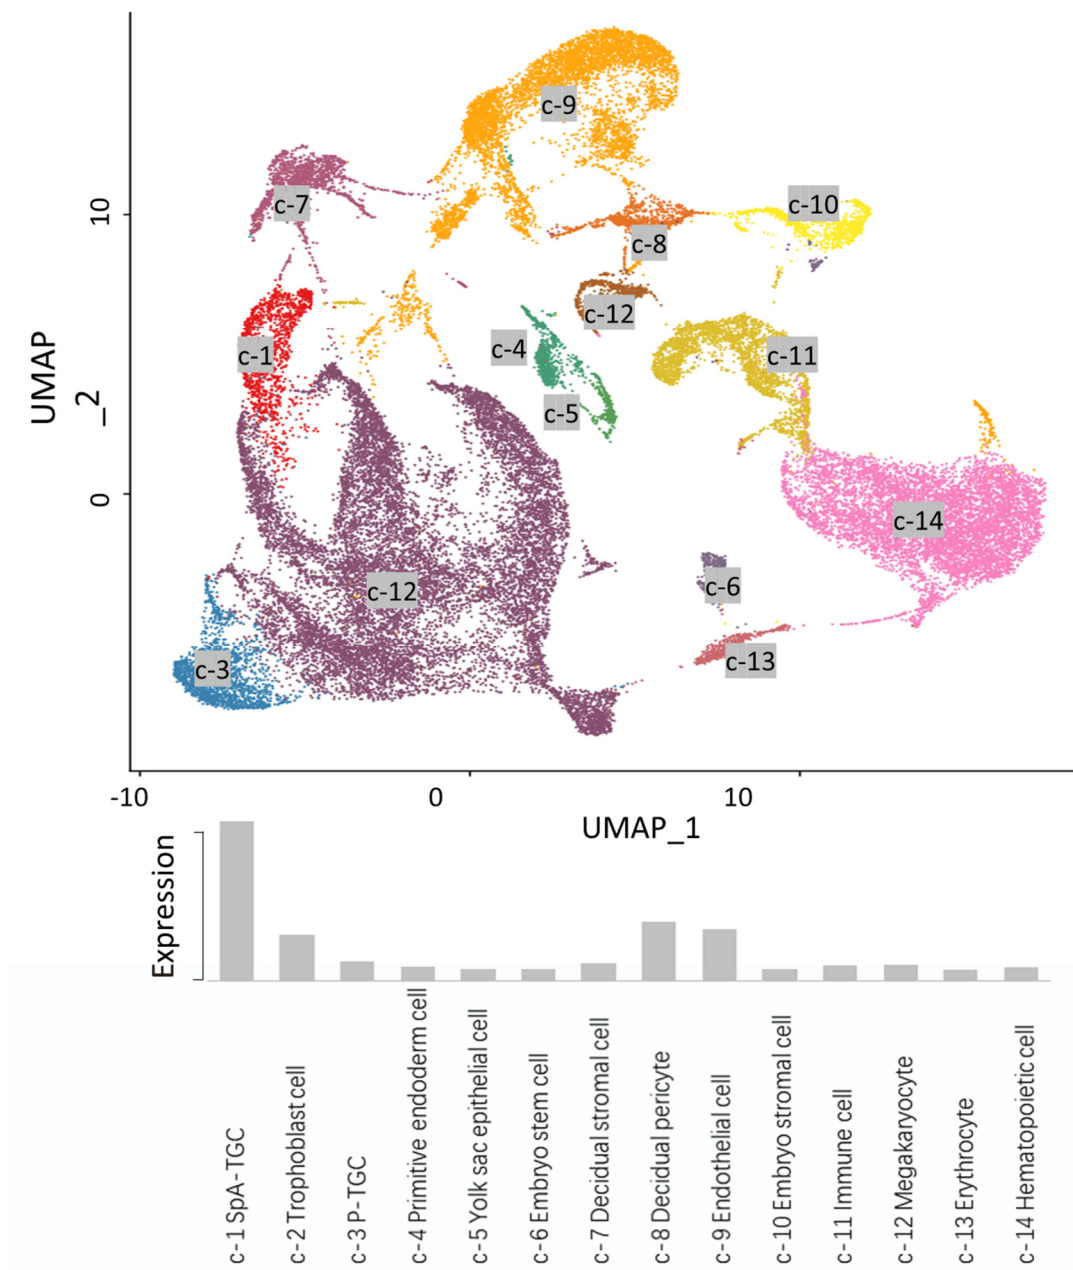

**Figure S2. The expression profile of C1qtnf6 in different mouse trophoblast cell types**

This figure demonstrates the expression profile of C1qtnf6 in different trophoblast cell types, according to the scRNA-seq data of mouse MFI. The involved data are summarized in Table S1.

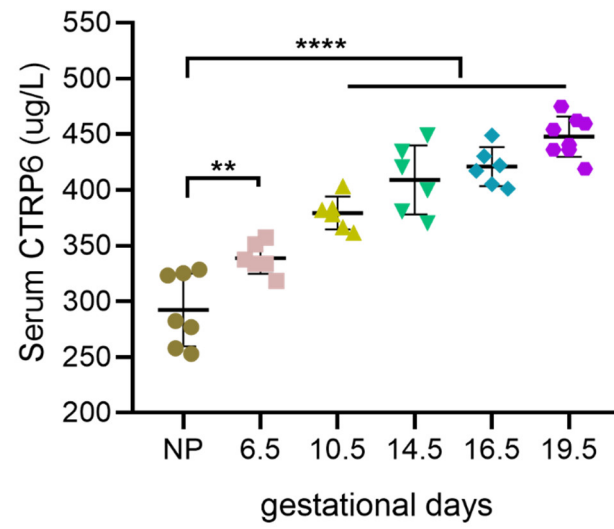

**Figure S3. The abundance of serum CTRP6 protein during gestation**

This figure demonstrates the gradually increased serum abundance of CTRP6 protein during gestation in mice.

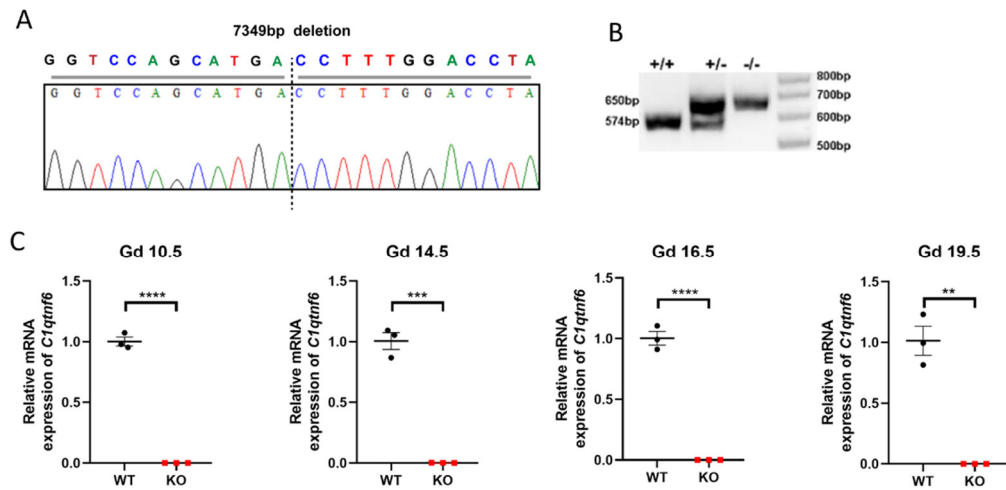

**Figure S4. Validation of the CRISPR engineering of C1qtnf6 in mice**

(A) Sanger sequencing validated the deletion of 7,344 bp region in C1qtnf6-KO mice. (B) PCR validation of the CRISPR-mediated deletion in heterozygous and homozygous C1qtnf6-KO mice. (C) qRT-PCR validation of decreased levels of C1qtnf6 RNA in C1qtnf6-KO mice.

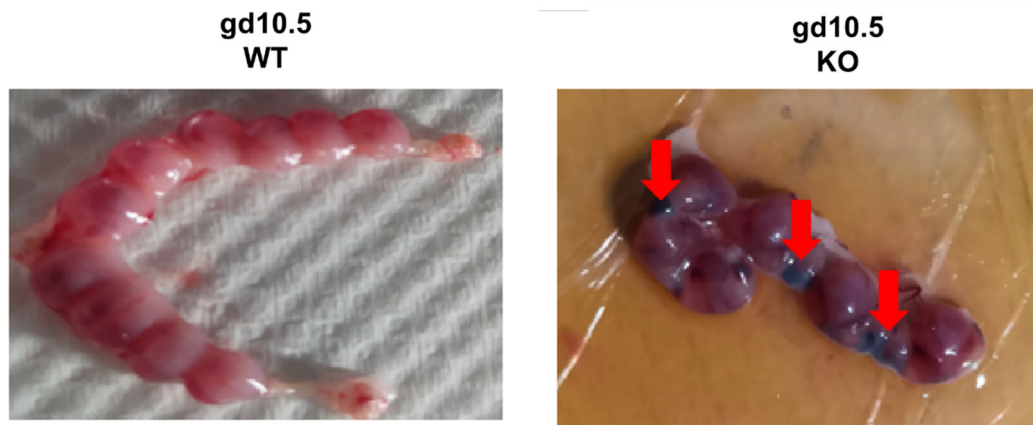

**Figure S5. Demonstration of fetal absorption at early gestation stages**

This figure demonstrates the fetal absorption at as early as gd10.5 in *C1qtnf6*-KO mice. This figure is related to Figure 2. Of not, even though such cases occur at early gestation stages, it only became statistically significant after gd14.5.

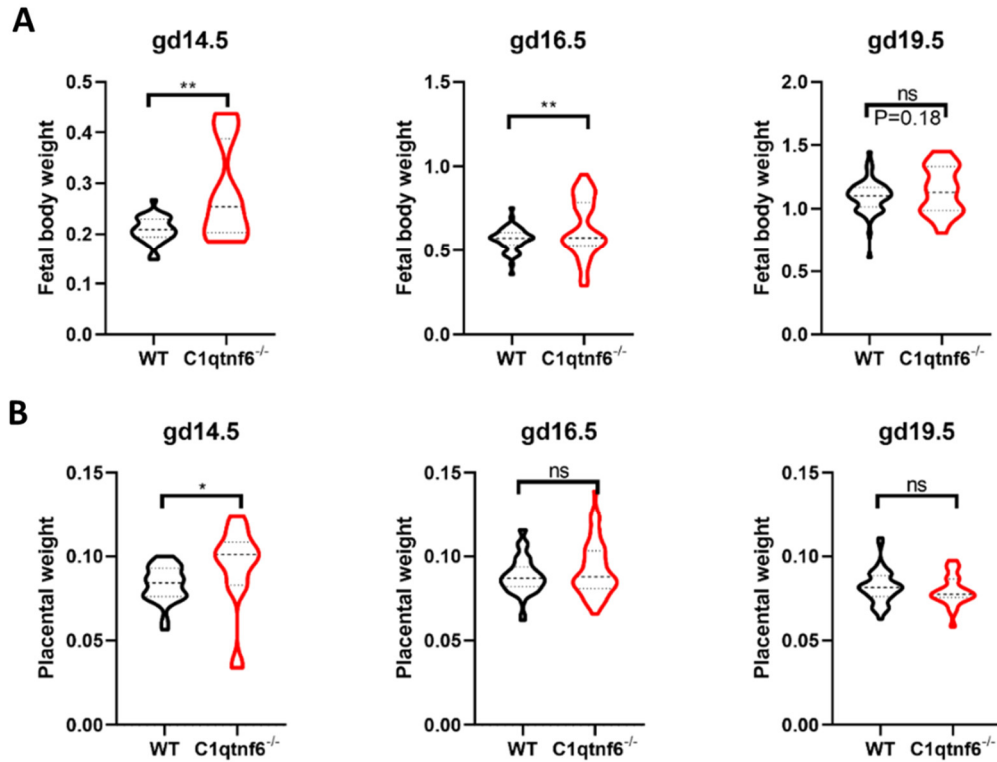

**Figure S6. Comparison of the weight of retained fetuses and placentae between WT and C1qtnf6-KO at different gestation stages**

This figure compares the weight of retained fetuses (A) and placentae (B) between WT and C1qtnf6-KO at different gestation stages. P-values calculated from two tailed Student's t-test are indicated.

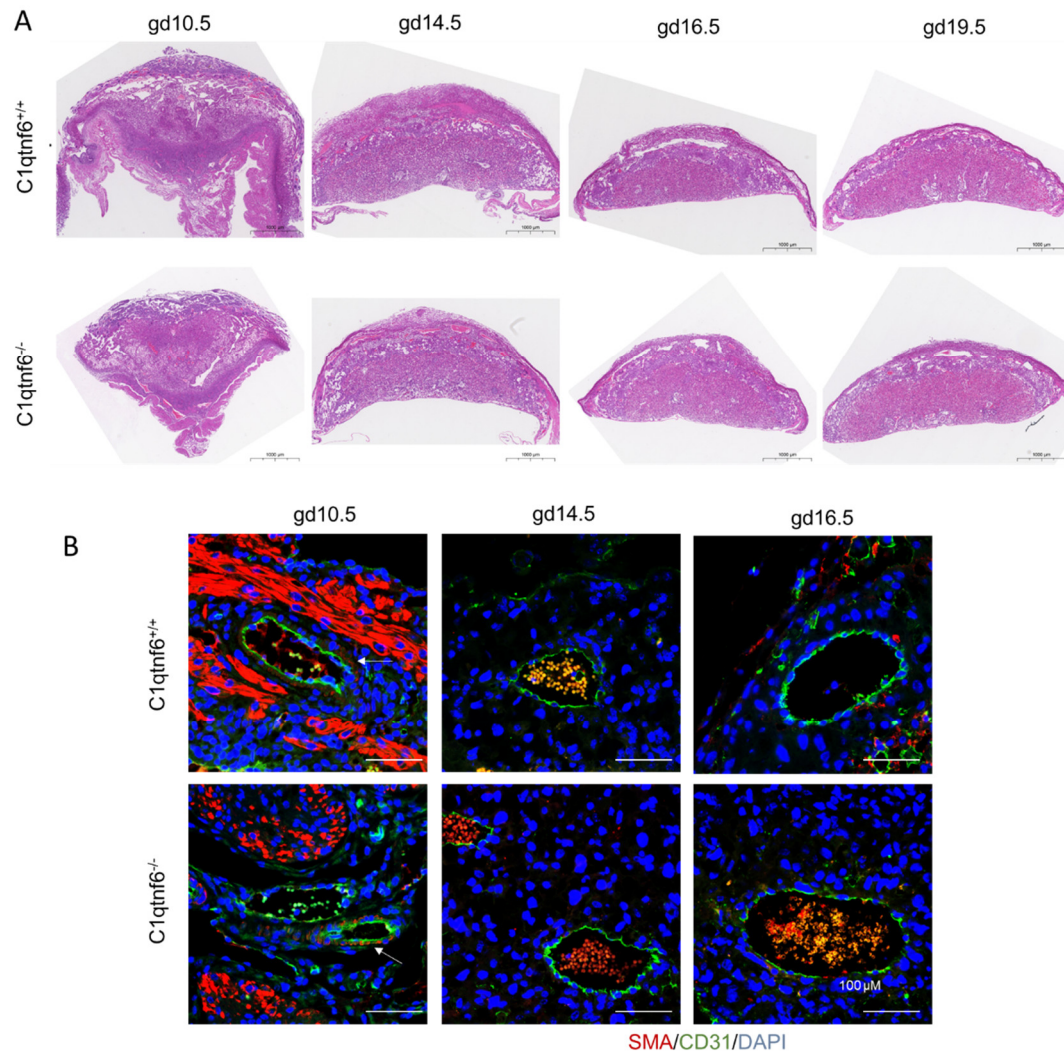

**Figure S7. Placental structure and spiral artery remodeling at the MFI of WT and *C1qtnf6*-KO mice**

(A) H&E staining for the placental structure. (B) CD31/α-SMA co-immunostaining for the spiral artery remodeling in MFI.

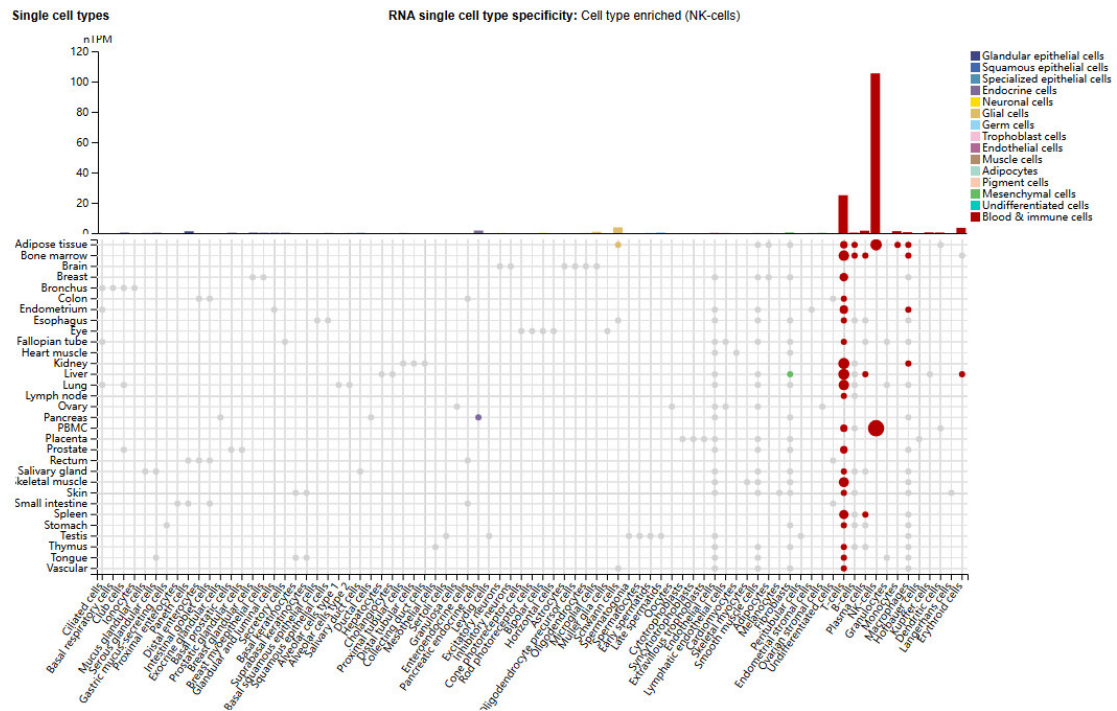

**Figure S8. Enriched expression of Fcrl6 in NK cells according to HPA data**  
 This figure shows the NK-specific expression profile of the gene Fcrl6. This figure is retrieved from HPA database.

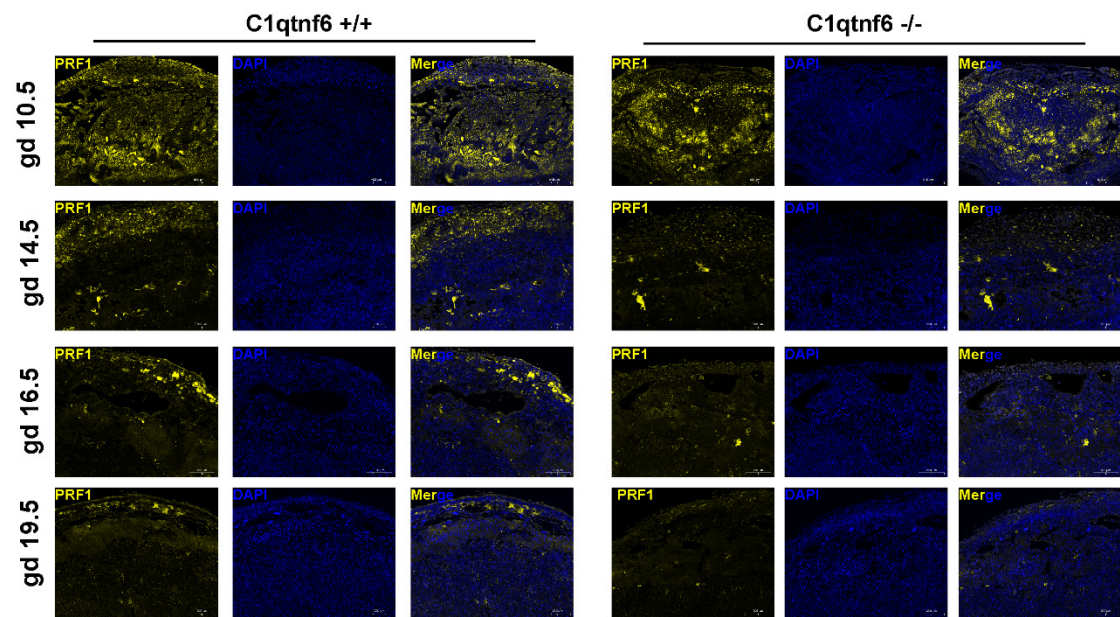

**Figure S9. Immunofluorescent imaging of the PRF1 distribution at the MFI of WT and C1qtnf6-deficient mice**

This figure is similar to Figure 4C, except visualized at a higher resolution of 20 $\times$  zooming.

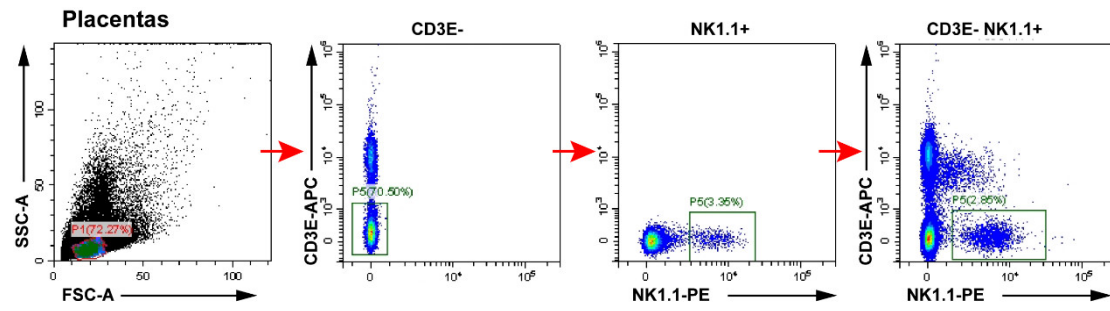

**Figure S10. The gate setting for FACS analysis of dNK cells in MFI samples**

This figure shows the schemes for FACS sorting of dNK cells from MFI samples. The dNK cells from MFI samples were purified by the gating strategy of live CD3E<sup>-</sup>NK1.1<sup>+</sup>.

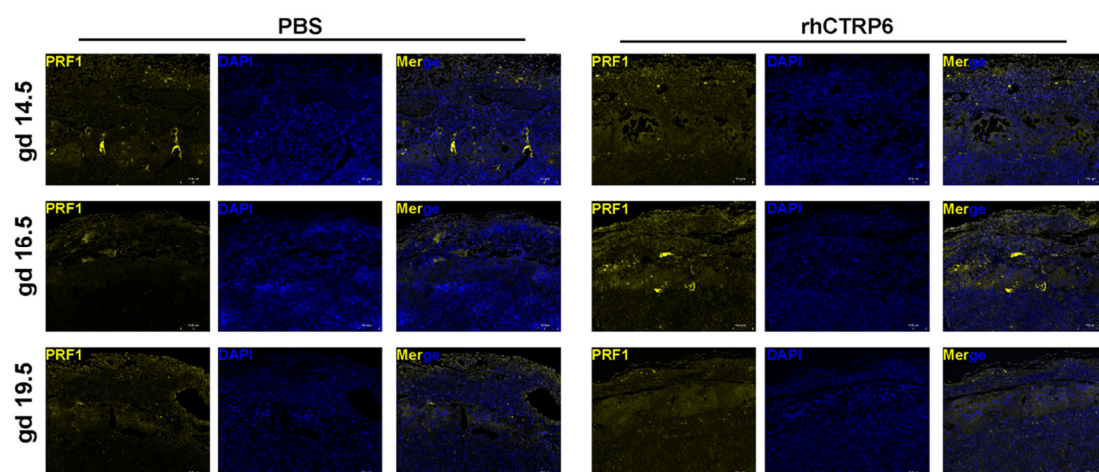

**Figure S11. Immunofluorescent imaging of the PRF1 distribution at the MFI w/wo rhCTRP6 injection**

This figure is similar to Figure 5C, except visualized at a higher resolution of 20 $\times$  zooming.

**Table S1. Sources of data used in this study, Related to Figure 1**

| Data type | GEO/ENA accession | Organism  | Scientific name | Tissue   | Placenta type  | Genotype  | Gestation stage | Reference                                  |
|-----------|-------------------|-----------|-----------------|----------|----------------|-----------|-----------------|--------------------------------------------|
| RNA-seq   | GSE285241         | Mouse     | Mus musculus    | Placenta | Hemochorial    | WT        | Term            | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | Placenta | Hemochorial    | C1qtnf6KO | Term            | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | MFI      | Hemochorial    | WT        | gd10.5          | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | MFI      | Hemochorial    | C1qtnf6KO | gd10.5          | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | MFI      | Hemochorial    | WT        | gd14.5          | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | MFI      | Hemochorial    | C1qtnf6KO | gd14.5          | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | MFI      | Hemochorial    | WT        | gd16.5          | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | MFI      | Hemochorial    | C1qtnf6KO | gd16.5          | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | MFI      | Hemochorial    | WT        | gd19.5          | This study                                 |
|           | GSE285241         | Mouse     | Mus musculus    | MFI      | Hemochorial    | C1qtnf6KO | gd19.5          | This study                                 |
|           | GSE79121          | Cow       | Bos taurus      | Placenta | Epitheliochori | -         | -               | Armstrong et al., 2017, Placenta [S1]      |
|           | GSE194033         | Cow       | Bos taurus      | Placenta | Epitheliochori | -         | -               | Moradi et al., 2022, BMC Genomics [S2]     |
|           | GSE79121          | Dog       | Canis lupus     | Placenta | Endotheliocho  | -         | -               | Armstrong et al., 2017, Placenta [S1]      |
|           | GSE79121          | Armadillo | Dasypus         | Placenta | Hemochorial    | -         | -               | Armstrong et al., 2017, Placenta [S1]      |
|           | GSE46859          | Horse     | Equus           | Placenta | Epitheliochori | -         | -               | Coleman et al., 2013, PLoS One [S3]        |
|           | GSE30243          | Horse     | Equus           | Placenta | Epitheliochori | -         | -               | Wang et al., 2013, PNAS [S4]               |
| RNA-seq   | GSE43520          | Human     | Homo sapiens    | Placenta | Hemochorial    | -         | -               | Necsulea et al., 2014, Nature [S5]         |
|           | GSE118285         | Human     | Homo sapiens    | Placenta | Hemochorial    | -         | -               | Dunn-Fletcher et al., 2018, PLoS Biol [S6] |
|           | GSE87708          | Human     | Homo sapiens    | Placenta | Hemochorial    | -         | -               | Pavličev et al., 2017, Genome Res [S7]     |
|           | GSE79121          | Elephant  | Loxodonta       | Placenta | Endotheliocho  | -         | -               | Armstrong et al., 2017, Placenta [S1]      |
|           | GSE153082         | Rhesus    | Macaca          | Placenta | Hemochorial    | -         | -               | Sun et al., 2021, Mol Biol Evol [S8]       |
|           | GSE118284         | Rhesus    | Macaca          | Placenta | Hemochorial    | -         | -               | Dunn-Fletcher et al., 2018, PLoS Biol [S6] |
|           | GSE79121          | Opossum   | Monodelphis     | Placenta | Epitheliochori | -         | -               | Armstrong et al., 2017, Placenta [S1]      |
|           | GSE43520          | Opossum   | Monodelphis     | Placenta | Epitheliochori | -         | -               | Necsulea et al., 2014, Nature [S5]         |
|           | GSE43520          | Mouse     | Mus musculus    | Placenta | Hemochorial    | -         | -               | Dunn-Fletcher et al., 2018, PLoS Biol [S6] |
|           | GSE118283         | Mouse     | Mus musculus    | Placenta | Hemochorial    | -         | -               | Necsulea et al., 2014, Nature [S5]         |
| scRNA-seq | E-MTAB-           | Human     | Homo sapiens    | MFI      | Hemochorial    | -         | -               | Vento-Tormo et al., 2018, Nature [S10]     |
|           | GSE59992          | Mouse     | Mus musculus    | MFI      | Hemochorial    | -         | -               | Jiang et al., 2023, Cell Discov [S11]      |

**Table S2. Litter size comparison between WT and C1qtnf6-KO mice, Related to Figure**

**2**

|                  | <b>WT-WT</b> | <b>KO-KO</b> |
|------------------|--------------|--------------|
| 1                | 8            | 7            |
| 2                | 8            | 7            |
| 3                | 9            | 6            |
| 4                | 7            | 5            |
| 5                | 7            | 8            |
| 6                | 9            | 7            |
| 7                | 8            | 7            |
| 8                | 7            | 5            |
| 9                | 9            | 5            |
| 10               | 10           | 7            |
| 11               | 9            | 5            |
| 12               | 11           | 7            |
| 13               | 12           | 7            |
| 14               | 12           | 8            |
| 15               | 10           | 8            |
| 16               | 10           | 6            |
| 17               | 10           | 6            |
| 18               | 9            | 7            |
| 19               | 10           | 7            |
| 20               | 11           | 8            |
| 21               | 9            | 6            |
| 22               | 10           | 8            |
| 23               | 11           | 6            |
| 24               | 11           | 7            |
| 25               | 9            | 4            |
| 26               | 9            | 5            |
| 27               | 8            | 4            |
| 28               | 8            | 7            |
| 29               | 12           | 5            |
| 30               | 7            | 6            |
| 31               | 8            | 2            |
| 32               | 7            | 7            |
| 33               | 7            | 7            |
| 34               | 8            | 6            |
| 35               | 6            | 5            |
| <b>total</b>     | 316          | 218          |
| <b>Mean</b>      | 9.03         | 6.23         |
| <b>SD</b>        | 1.62         | 1.36         |
| <b>Mean ± SD</b> | 9.03±1.62    | 6.23±1.36    |

**Table S3. List of DEGs between MFI of WT and C1qtnf6-KO mice, Related to Figure 2**

|                    |          |       |           |        |
|--------------------|----------|-------|-----------|--------|
| ENSMUSG00000040026 | Saa3     | 4.08  | 0.0011757 | gd16.5 |
| ENSMUSG00000085272 | Sbk3     | -0.96 | 0.0741861 | gd16.5 |
| ENSMUSG00000032018 | Sc5d     | 0.64  | 0.0478702 | gd16.5 |
| ENSMUSG00000075316 | Scn9a    | 1.04  | 0.0070072 | gd16.5 |
| ENSMUSG00000021904 | Sema3g   | -0.86 | 0.0183376 | gd16.5 |
| ENSMUSG00000023224 | Serping1 | -1.01 | 0.0070072 | gd16.5 |
| ENSMUSG00000073494 | Sh2d1b2  | -1.75 | 0.0070072 | gd16.5 |
| ENSMUSG00000030108 | Slc6a13  | -1.34 | 0.0657028 | gd16.5 |
| ENSMUSG00000063632 | Sox11    | 1.21  | 0.0676478 | gd16.5 |
| ENSMUSG00000046470 | Sox18    | -0.62 | 0.0818203 | gd16.5 |
| ENSMUSG00000080316 | Spaca6   | 0.76  | 0.0070072 | gd16.5 |
| ENSMUSG00000038156 | Spon1    | -1.20 | 0.0107538 | gd16.5 |
| ENSMUSG00000063529 | Stmnd1   | 1.93  | 0.0737773 | gd16.5 |
| ENSMUSG00000029272 | Sult1e1  | 1.20  | 0.0019436 | gd16.5 |
| ENSMUSG00000039231 | Suv39h1  | -0.71 | 0.0534406 | gd16.5 |
| ENSMUSG00000026646 | Suv39h2  | 1.01  | 0.0657716 | gd16.5 |
| ENSMUSG00000068923 | Syt11    | 0.79  | 0.0092388 | gd19.5 |
| ENSMUSG00000054003 | Tdrd9    | -1.57 | 0.0931735 | gd16.5 |
| ENSMUSG00000035493 | Tgfb1    | -0.74 | 0.0074765 | gd16.5 |
| ENSMUSG00000037731 | Themis2  | 1.02  | 0.0898905 | gd16.5 |
| ENSMUSG00000032289 | Thsd4    | -0.68 | 0.0976030 | gd16.5 |
| ENSMUSG00000032011 | Thy1     | -1.25 | 0.0997883 | gd16.5 |
| ENSMUSG00000062545 | Tlr12    | -0.95 | 0.0419890 | gd16.5 |
| ENSMUSG00000024245 | Tmem178  | 1.49  | 0.0107750 | gd19.5 |
| ENSMUSG00000040046 | Tph1     | 3.12  | 0.0625577 | gd16.5 |
| ENSMUSG00000021573 | Tppp     | 1.19  | 0.0480971 | gd16.5 |
| ENSMUSG00000050747 | Trim15   | 1.41  | 0.0710363 | gd16.5 |
| ENSMUSG00000052749 | Trim30b  | 1.44  | 0.0931735 | gd16.5 |
| ENSMUSG00000062591 | Tubb4a   | -0.83 | 0.0256223 | gd16.5 |
| ENSMUSG00000001403 | Ube2c    | -0.64 | 0.0710363 | gd16.5 |
| ENSMUSG00000012126 | Ubxn11   | -1.19 | 0.0931667 | gd19.5 |
| ENSMUSG00000057948 | Unc13d   | -0.61 | 0.0790893 | gd16.5 |
| ENSMUSG00000068457 | Uty      | 20.52 | 1.62E-09  | gd10.5 |
| ENSMUSG00000021614 | Vcan     | 1.06  | 0.0917211 | gd16.5 |
| ENSMUSG00000031380 | Vegfd    | -0.91 | 0.0455359 | gd16.5 |
| ENSMUSG00000017723 | Wfdc2    | -1.55 | 0.0415134 | gd16.5 |
| ENSMUSG00000051951 | Xkr4     | -1.32 | 0.0355203 | gd16.5 |
| ENSMUSG00000018427 | Ypel2    | 0.59  | 0.0672970 | gd16.5 |
| ENSMUSG00000045333 | Zfp423   | -0.92 | 0.0043097 | gd16.5 |
| ENSMUSG00000078866 | Zfp970   | -1.36 | 4.82E-05  | gd19.5 |
| ENSMUSG00000021327 | Zkscan3  | -0.75 | 0.0003555 | gd19.5 |

**Table S4. gRNA target sequence, Related to STAR methods**

| Primer name | Sequence                        |
|-------------|---------------------------------|
| gRNA1       | CAATGCTCGACCATGTTGCT <u>GGG</u> |
| gRNA2       | AATTCTCTGGGAGGCACGAT <u>GGG</u> |
| gRNA3       | TTGGTCCAGCATGAATGGT <u>AGG</u>  |
| gRNA4       | TTTCCAGGCTAGGTCAGTAA <u>AGG</u> |

**Table S5. The genotyping PCR primers, Related to STAR methods**

| Primer name | Sequence                         | Size (bp) |
|-------------|----------------------------------|-----------|
| Primer 1-F  | 5'-CAAGGGTGAGGGACATTTTACAGG-3'   | 650       |
| Primer 1-R  | 5'-GATTTC CAAGCAGGTACAAAAGGTA-3' |           |
| Primer 1-F  | 5'-CAAGGGTGAGGGACATTTTACAGG-3'   | 574       |
| Primer 2-R  | 5'-GAGTCAAATGCCCTGGGAGTTA-3'     |           |

**Note:** Homozygotes: one band with 650 bp.

Heterozygotes: two bands with 650 bp and 574 bp.

Wildtype allele: one band with 574 bp.

**Table S6. The real-time PCR primer sets, Related to STAR methods**

| Primer             | Targeted        | Sequences (5'-3')                 |
|--------------------|-----------------|-----------------------------------|
| <i>Clqtnf6</i> -F  | <i>Clqtnf6</i>  | 5'-CAGGGAAGCCAGGGTCTTTG-3'        |
| <i>Clqtnf6</i> -R  |                 | 5'-ACGATGTGCACGTAGGTCTC-3'        |
| <i>Clqtnf1</i> -F  | <i>Clqtnf1</i>  | 5'-CCTTGTGCCACGAGTTCAGG-3'        |
| <i>Clqtnf1</i> -R  |                 | 5'-CGCCTTTCAGGATGGTGATG-3'        |
| <i>Clqtnf2</i> -F  | <i>Clqtnf2</i>  | 5'-ACTCTTGGCCTGTGCCCTTC-3'        |
| <i>Clqtnf2</i> -R  |                 | 5'-CCCATTCTTCCCACCACTCC-3'        |
| <i>Clqtnf3</i> -F  | <i>Clqtnf3</i>  | 5'-CTTCAGCATGTACAGCTATG-3'        |
| <i>Clqtnf3</i> -R  |                 | 5'-GTTGCCCATTCTTAGCCAGACT-3'      |
| <i>Clqtnf4</i> -F  | <i>Clqtnf4</i>  | 5'-GACGCTGTCCGGTGAAGCTGA-3'       |
| <i>Clqtnf4</i> -R  |                 | 5'-CTTGCCGTGGTTGCTGTAGG-3'        |
| <i>Clqtnf5</i> -F  | <i>Clqtnf5</i>  | 5'-GGGCCATTACGACCCCACTA-3'        |
| <i>Clqtnf5</i> -R  |                 | 5'-GTAATCACCCACGCCACCT-3'         |
| <i>Clqtnf7</i> -F  | <i>Clqtnf7</i>  | 5'-CTCGGGCCAATCAGGCTAAG-3'        |
| <i>Clqtnf7</i> -R  |                 | 5'-GTGCCCTTTTCCCCCTTCTC-3'        |
| <i>Clqtnf8</i> -F  | <i>Clqtnf8</i>  | 5'-ACGGCCCACTATAGACATCGAA-3'      |
| <i>Clqtnf8</i> -R  |                 | 5'-TGTAGTTCCAGGTGTGCACGTT-3'      |
| <i>Clqtnf9</i> -F  | <i>Clqtnf9</i>  | 5'-AGGGGCAGAAGGGGGATAAA-3'        |
| <i>Clqtnf9</i> -R  |                 | 5'-CGCCTTTCAGCCTCTCATT-3'         |
| <i>Clqtnf10</i> -F | <i>Clqtnf10</i> | 5'-CGAAGGCTACGAGGTGCTCA-3'        |
| <i>Clqtnf10</i> -R |                 | 5'-GCTGTTGCTGGCGTAGTCGT-3'        |
| <i>Clqtnf11</i> -F | <i>Clqtnf11</i> | 5'-TGAAGTGTGCGCTTTGACG-3'         |
| <i>Clqtnf11</i> -R |                 | 5'-GATCCGCATCCTGAGCAATG-3'        |
| <i>Clqtnf12</i> -F | <i>Clqtnf12</i> | 5'-GCTGGTGGTTGAGGCCTTCT-3'        |
| <i>Clqtnf12</i> -R |                 | 5'-GCAGAGACTGGGGCTGTGAA-3'        |
| <i>Clqtnf13</i> -F | <i>Clqtnf13</i> | 5'-GTCCCTGCCCACCTTCATCC-3'        |
| <i>Clqtnf13</i> -R |                 | 5'-GCCAGCGTAAAAGGCGATCT-3'        |
| <i>Clqtnf14</i> -F | <i>Clqtnf14</i> | 5'-CAGCACGGCCACCTATACCA-3'        |
| <i>Clqtnf14</i> -R |                 | 5'-TTGCAGAGGTCTGCCCACAT-3'        |
| <i>Clqtnf15</i> -F | <i>Clqtnf15</i> | 5'-CGGACCTGTCCCCAAATCAG-3'        |
| <i>Clqtnf15</i> -R |                 | 5'-AGGGTGGGGTGTTTCCACCT-3'        |
| <i>Prfl</i> -F     | <i>Prfl</i>     | 5'-ACGCATGATCTGCTCTTCG-3'         |
| <i>Prfl</i> -R     |                 | 5'-GTCCTGGTTGGTGACCTTTG-3'        |
| <i>Gzmb</i> -F     | <i>Gzmb</i>     | 5'-GTGCGGGGGACCCAAAGACCAAAC-3'    |
| <i>Gzmb</i> -R     |                 | 5'-GCACGTGGAGGTGAACCATCCTTATAT-3' |
| <i>Gzmc</i> -F     | <i>Gzmc</i>     | 5'-TGACCCTACTTCTGCC-3'            |
| <i>Gzmc</i> -R     |                 | 5'-CTCCTCCTTAGCCTTG-3'            |
| <i>Gzmd</i> -F     | <i>Gzmd</i>     | 5'-TTCTCCTGACCCTACTTCTG-3'        |
| <i>Gzmd</i> -R     |                 | 5'-CTCCTCCTTAGCCGTGAT-3'          |
| <i>Gzme</i> -F     | <i>Gzme</i>     | 5'-GATTCTCCTGACCCTACTTC-3'        |
| <i>Gzme</i> -R     |                 | 5'-CTCCTCCTTAGCCTTGAT-3'          |
| <i>Gapdh</i> -F    | <i>Gapdh</i>    | 5'-GGAGAGTGTTTCCTCGTCCC-3'        |
| <i>Gapdh</i> -R    |                 | 5'-ACTGTGCCGTTGAATTTGCC-3'        |

**Table S7. Antibody used in this study, Related to STAR methods**

| <b>Antibody</b> | <b>Manufacture<br/>(catalogue<br/>number)</b> | <b>Source</b> | <b>Applications<br/>(working<br/>dilution)</b> | <b>Website Link</b>                                                                                                                                                         |
|-----------------|-----------------------------------------------|---------------|------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>CTRP6</b>    | Abcam<br>(ab36900)                            | Rabbit        | IHC (1:200)<br>WB (1:1000)                     | <a href="https://www.abcam.com/en-us/products/primary-antibodies/ctrp6-antibody-ab36900">https://www.abcam.com/en-us/products/primary-antibodies/ctrp6-antibody-ab36900</a> |
| <b>Prf1</b>     | Santa Cruz (sc-374346)                        | Mouse         | IHC (1:50)<br>WB (1:1000)                      | <a href="https://www.scbt.com/p/perforin-1-antibody-e-5">https://www.scbt.com/p/perforin-1-antibody-e-5</a>                                                                 |
| <b>Gzmb</b>     | R&D systems<br>(Af1865-SE)                    | Mouse         | WB (0.1ug/mL)                                  | <a href="https://www.rndsystems.com/cn/products/mouse-granzyme-b-antibody_af1865">https://www.rndsystems.com/cn/products/mouse-granzyme-b-antibody_af1865</a>               |
| <b>C3</b>       | Abcam<br>(ab181147)                           | Rabbit        | WB (1:1000)                                    | <a href="https://www.abcam.cn/products/primary-antibodies/c3-antibody-epr2988-ab181147">https://www.abcam.cn/products/primary-antibodies/c3-antibody-epr2988-ab181147</a>   |
| <b>GAPDH</b>    | Proteintech<br>(10494-1-AP)                   | Mouse         | WB (1:50000)                                   | <a href="https://www.ptglab.co.jp/products/GAPDH-Antibody-10494-1-AP.htm">https://www.ptglab.co.jp/products/GAPDH-Antibody-10494-1-AP.htm</a>                               |
| <b>HSP90</b>    | Proteintech<br>(60318-1-Ig)                   | Mouse         | WB (1:50000)                                   | <a href="https://www.ptglab.com/products/HS-P90-Antibody-60318-1-Ig.htm">https://www.ptglab.com/products/HS-P90-Antibody-60318-1-Ig.htm</a>                                 |

## REFERENCES

- [S1] Armstrong, D.L., McGowen, M.R., Weckle, A., Pantham, P., Caravas, J., Agnew, D., Benirschke, K., Savage-Rumbaugh, S., Nevo, E., Kim, C.J., et al. (2017). The core transcriptome of mammalian placentas and the divergence of expression with placental shape. *Placenta* 57, 71-78. 10.1016/j.placenta.2017.04.015.
- [S2] Moradi, M., Zhandi, M., Sharafi, M., Akbari, A., Atrabi, M.J., and Totonchi, M. (2022). Gene expression profile of placentomes and clinical parameters in the cows with retained placenta. *BMC Genomics* 23, 760. 10.1186/s12864-022-08989-5.
- [S3] Coleman, S.J., Zeng, Z., Hestand, M.S., Liu, J., and Macleod, J.N. (2013). Analysis of unannotated equine transcripts identified by mRNA sequencing. *PLoS One* 8, e70125. 10.1371/journal.pone.0070125.
- [S4] Wang, X., Miller, D.C., Harman, R., Antczak, D.F., and Clark, A.G. (2013). Paternally expressed genes predominate in the placenta. *Proc Natl Acad Sci U S A* 110, 10705-10710. 10.1073/pnas.1308998110.
- [S5] Necseulea, A., Soumillon, M., Warnefors, M., Liechti, A., Daish, T., Zeller, U., Baker, J.C., Grutzner, F., and Kaessmann, H. (2014). The evolution of lncRNA repertoires and expression patterns in tetrapods. *Nature* 505, 635-640. 10.1038/nature12943.
- [S6] Dunn-Fletcher, C.E., Muglia, L.M., Pavlicev, M., Wolf, G., Sun, M.A., Hu, Y.C., Huffman, E., Tumukuntala, S., Thiele, K., Mukherjee, A., et al. (2018). Anthropoid primate-specific retroviral element THE1B controls expression of CRH in placenta and alters gestation length. *PLoS Biol* 16, e2006337. 10.1371/journal.pbio.2006337.
- [S7] Pavlicev, M., Wagner, G.P., Chavan, A.R., Owens, K., Maziarz, J., Dunn-Fletcher, C., Kallapur, S.G., Muglia, L., and Jones, H. (2017). Single-cell transcriptomics of the human placenta: inferring the cell communication network of the maternal-fetal interface. *Genome Res* 27, 349-361. 10.1101/gr.207597.116.
- [S8] Sun, M.A., Wolf, G., Wang, Y., Senft, A.D., Ralls, S., Jin, J., Dunn-Fletcher, C.E., Muglia, L.J., and Macfarlan, T.S. (2021). Endogenous Retroviruses Drive Lineage-Specific Regulatory Evolution across Primate and Rodent Placentae. *Mol Biol Evol* 38, 4992-5004. 10.1093/molbev/msab223.
- [S9] Fang, X., Nevo, E., Han, L., Levanon, E.Y., Zhao, J., Avivi, A., Larkin, D., Jiang, X., Feranchuk, S., Zhu, Y., et al. (2014). Genome-wide adaptive complexes to underground stresses in blind mole rats *Spalax*. *Nat Commun* 5, 3966. 10.1038/ncomms4966.

- [S10] Vento-Tormo, R., Efremova, M., Botting, R.A., Turco, M.Y., Vento-Tormo, M., Meyer, K.B., Park, J.E., Stephenson, E., Polanski, K., Goncalves, A., et al. (2018). Single-cell reconstruction of the early maternal-fetal interface in humans. *Nature* 563, 347-353. 10.1038/s41586-018-0698-6.
- [S11] Jiang, X., Wang, Y., Xiao, Z., Yan, L., Guo, S., Wang, Y., Wu, H., Zhao, X., Lu, X., and Wang, H. (2023). A differentiation roadmap of murine placentation at single-cell resolution. *Cell Discov* 9, 30. 10.1038/s41421-022-00513-z.

How the deposited data were processed for this re-analysis (not part of the article)

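Bulk RNA-seq was made from the MFI of WT and C1qtnf6-KO mice at gd10.5 and gd14.5, then at gd16.5, then at gd19.5, with 3 libraries per genotype and stage. According to the paper, stranded mRNA libraries were sequenced in pairs of reads, trimmed with Trim Galore, aligned to GRCm38 with STAR and counted on genes with the featureCounts program at its default settings. The authors deposited 1 table of raw counts, with 55401 genes and 24 libraries. Its values are whole numbers and carry no normalization. Default settings count reads of either strand and leave out reads that map to several places, so genes on opposite strands of one place and close paralogs are reported with that limit.

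Total counts per library lay between 20975717 and 37383108. The smallest, median and largest totals were 20975717, 26497353 and 34006585 for WT gd10.5, 23144078, 24189912 and 26123859 for KO gd10.5, 23520602, 35579180 and 36378830 for WT gd14.5, and 26103318, 30772585 and 37383108 for KO gd14.5. For gd16.5 they were 22204068, 24561144 and 25988906 in WT and 23041063, 24764977 and 36719360 in KO, and for gd19.5 they were 24814582, 25274549 and 27138870 in WT and 24303850, 29268367 and 30991315 in KO. A count of 3 was taken as the limit of detection, which is 0.0803 CPM in the deepest library and 0.143 CPM in the shallowest. A change against a group at or under this limit is given as a lower bound. Pairs of replicates of a group differed by more than counting error, with a chi-square per degree of freedom between 8.68 and 188 over the 24 pairs.

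Libraries were grouped by the genotype and stage in their labels. The KO libraries of each stage are numbered 3, 4 and 5 in their titles and 1, 2 and 3 in their descriptions, and the numbers of the descriptions are used here, so KO replicate 1 has the number 3 in its title. At each stage, KO was compared with WT in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16, after its expression filter (minimum count 10, minimum total count 15) and TMM normalization, with the prior degrees of freedom of its default setting. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The genotype-by-stage interaction was tested over all 24 libraries with the same tool. CPM values used the normalized library sizes, and log2 CPM a prior count of 2. The exact permutation tests on log2 CPM were two-sided and used a prior of 0.5. Lists of genes were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1. PCA used the 500 genes with the highest variance. The genotype effect across all 4 stages was fitted in an additive model that was chosen after the data had been seen. Positions came from the deposited table and were checked against GENCODE M21, and transcripts were compared with BLAST 2.17.0, run from Python 3.11.15. The random seed was 20.

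The alternatives chosen before the data were examined were the size factors of DESeq2 (RLE) in edgeR, no expression filter, a filter of at least 10 counts in every library, a fit of all 24 libraries together, the replicate number as a block, Y-linked expression as a covariate, each library left out in turn, DESeq2 1.42.0 on the 6 libraries of a stage and on all 24 libraries, limma voom with sample quality weights, no fold-change threshold and an adjusted p under 0.1. For lists they also included an estimated inter-gene correlation and the granzymes summed to 1 gene, and for the PCA another transformation, scaling, gene set and prior count. The bias-adjusted quasi-likelihood test and the robust empirical Bayes setting of edgeR were chosen after the data had been seen, as was Y-linked expression as a covariate for the cell type lists, which were not run without the expression filter.

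The lists of genes were the 8 NK cell effector genes the paper names, NK identity, T cell, macrophage, neutrophil, uterine stroma and muscle, endothelium, spongiotrophoblast and glycogen cell, trophoblast giant cell, labyrinth trophoblast, complement, Y-linked, X inactivation and C1qtnf family genes, and the heatmap genes of Fig. 3C. They were written from general knowledge or copied from the paper, not taken from a database. The genes named are those the paper names for these libraries, those of its Table S3 past its limits at stages other than gd16.5, *Xist* and the 4 Y-linked genes, and per stage up to 5 DEGs with the largest change whose KO libraries all lay on one side of the WT libraries. *Il2rb*, *Sstr3*, *Rac2*, *Tmprss6*, *Gm15247*, *G530011O06Rik*, *Zkscan3*, *Malat1*, *Neat1*, *Saa3*, *Hsd3b1*, *Gzma* and *Ncr1* were named after their values had been seen, as were single members of the lists.

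The steps were tested on simulated data with 200 changed genes of absolute log2 fold change 2 and 3 libraries per group. The edgeR test recovered 192 (96%) with 2 false calls among 16845 genes, voom 192 with 5 false calls, and DESeq2 186 (93%) with 3 false calls among 17071 genes. The simulated counts followed the dispersion trend of gd16.5, without a spread of their own for single genes or differences in composition between libraries. Changes smaller than 2 were not simulated. These shares therefore do not give the share of real changes that the tests would find. GO enrichment was left out because no GO annotation was at hand. The values of 1 gene of Fig. 3C are not reported singly, and it is left out of the figure of these genes, while counts over the list include it. RT-qPCR, flow cytometry, western blot and litter data were not analysed here.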

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

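In this part, some tests of explanations were chosen after the results were seen. For the NK effector genes they were those of normalization, fetal sex, paralogs, mislabelling and depth. Those of gestational age and uterine tissue as the whole cause of their fall were chosen then too. So were all tests of explanations for *Mid1*, *Sstr3*, *Aspg* and *Gm47662*. The RLE size factors and Y-linked covariate that they use were among the alternatives set before the data were examined.

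The KO effect on the 8 NK effector genes was lowest at gd16.5. The study chose these genes for their fall at gd16.5 in the same libraries, which favours that stage as the lowest. Their median log2 fold change at gd16.5 lay -1.39 from the mean of the other 3 stages, lower in 8 of 8 genes. In edgeR, 0 of 8 genes had an adjusted interaction p under 0.05 and 8 of 8 an unadjusted one, and in DESeq2 0 of 8 had an adjusted p under 0.05 (0.109 to 0.324). Across all genes the interaction gave 0 genes past an adjusted p of 0.05, and at least as many came in 50 of 50 draws with genotype permuted within each stage, the real labelling counted as 1 of the draws. A count of 0 fixes that number in advance, so it carries no evidence. At an unadjusted p under 0.05, 14 of the 50 draws gave as many genes. Of the 10 splits of the 6 libraries of gd16.5, only the real one (1) gave an effector median as far from 0, which is the smallest count that 3 libraries against 3 allow and again rests on genes chosen in these libraries. The split of WT replicate 1, KO replicate 1 and KO replicate 2, which follows Y-linked expression, gave a median of -0.93. Several technical explanations are argued against. After a smooth trend on GC content and gene length was removed the median was -1.75, and with Y-linked expression as a covariate it was -1.42. With RLE size factors it was -1.64, but they left all 29 single-gene results the same, so normalization was hardly tested. *Prf1* and *Fcrl6*, which have no close paralog, fell by at least 1.60 on the log2 scale (-1.60). The highest *C1qtnf6* level of a library labelled KO was 1.83 CPM and the lowest of a WT library 70.8 CPM, so the labels were not exchanged. The median total count of KO was 1.01 times that of WT. A lower expression of the neighbouring gene *Il2rb* in the MFI is argued against by its higher level at gd16.5 (log2 fold change 0.32). Its log2 fold change of -0.16 at gd10.5 (standard error 0.262, edgeR adjusted p = 1.00) cannot decide. At that stage the smallest adjusted p after that of *C1qtnf6* was 0.999985. The level of *Il2rb* within NK cells is not shown by mixed tissue. A later gestational age of the KO libraries is argued against as the whole cause, since the slope over other genes predicts a median of -0.41 for the 8 genes, and the steepest slope of any split -0.48, against -1.63 observed and -1.42 in the weakest alternative. A loss of maternal uterine tissue in step with the uterine list is argued against as the whole cause too. That list fell to a median of -0.61 at the most, without WT replicate 2, and 0 of its 18 genes fell beyond -1 (lowest -0.75). It is made of stroma and muscle genes, so a larger loss of the part that holds the NK cells is not excluded. A few explanations stay open. A later gestational age may account for part of the fall, since the slope of the KO difference on the WT change from gd14.5 to gd19.5 over 1689 genes was 0.154. Splits other than the real one gave slopes from -0.179 to 0.179, and 3 of the 10 splits, the real one included, had a slope as large. Less maternal uterine tissue may account for part of it, as the uterine list had a median of -0.51. The KO libraries may hold fewer NK cells, as the NK identity list had a median of -0.26. Mixed tissue does not show which cells express the genes of that list, so its median does not measure the number of NK cells. In these libraries, such explanations cannot be told apart from a lower expression per cell, because each library mixes all cells of the MFI. The paper measured cell number and expression per cell in other experiments. It reports fewer dNK cells by FACS, and lower *Prf1* and *Gzmb* by RT-qPCR in the dNK cells it purified. A lower effector expression after loss of *C1qtnf6* at this stage is a further open explanation.

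*Mid1* and *Gm15726* were higher in KO at gd14.5, outside the genes that the paper discusses, with log2 fold changes of 1.92 and 4.34, and every KO library lay above every WT library. The value of *Gm15726* depends on the prior count, since its WT libraries had at most 3 counts, and against the limit of detection it was at least 7.04-fold. The adjusted p of *Mid1* was 0.742 with all 24 libraries fitted together and that of *Gm15726* 0.608, within ranges of 4.53e-24 to 0.742 and 1.01e-14 to 0.608 over their alternatives. Fetal sex is argued against for *Mid1*, which kept a log2 fold change of 1.92 with Y-linked expression as a covariate. Across the stages, the 3 antisense genes inside *Mid1* (*Gm15247*, *Gm15726* and *G530011O06Rik*) all had an unadjusted p under 0.05, against 0 of the 4 tested genes within 1 Mb outside it, where each direction could have come out. This pattern could arise if reads of 1 locus were divided among overlapping genes because strand is ignored, so the genes may not be separate signals. Why the locus was higher was not tested.

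*Aspg* and *Gm47662* were lower in KO at gd19.5 and are not discussed in the paper, with log2 fold changes of -1.04 and -1.01 and every KO library below every WT library. Fetal sex is argued against, as the smaller of the pair of changes was -0.97 with Y-linked expression as a covariate. With RLE size factors it was -1.01. These size factors left all 29 single-gene results the same, so they hardly test normalization. With the covariate the adjusted p in edgeR was 0.021 for *Aspg* and 0.137 for *Gm47662*. The adjusted p ranged from 1.56e-16 to 0.561 for *Aspg* and from 4.47e-07 to 0.368 for *Gm47662* over the alternatives, and leaving out any 1 of the 6 libraries took *Gm47662* past 0.05, to between 0.0749 and 0.201. Of the 10 splits of gd19.5, 2 gave as many DEGs, the real one, whose DEGs include the deleted gene, and that of WT replicate 1, WT replicate 3 and KO replicate 1. A biological explanation was not tested.

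An additive model of genotype across the 4 stages gave 3 of 19299 genes with an adjusted p under 0.05 and 1223 with an unadjusted one. They were *C1qtnf6* (-7.25), *Zkscan3* and *Sstr3*, and the paper's text does not mention the last pair, although its Table S3 holds *Zkscan3* at gd19.5. *Zkscan3* had a log2 fold change of -0.50 (edgeR adjusted p = 0.00383), lower at each stage (-0.48, -0.54, -0.23 and -0.76). *Sstr3* had 1.54 (edgeR adjusted p = 0.0149) and lies 5592 bases from *C1qtnf6*. It had 1 to 3 counts per WT library from gd14.5 on, so this value depends on the prior count. As many genes were found in 2 of 50 draws of genotypes, 1 of them the real labelling, and 10 of 50, the real one included, had as many at an unadjusted p under 0.05. A linked segment of chromosome 15 is argued against for the pattern as a whole, since 19 of 284 genes within 10 Mb (6.69%) had an unadjusted p under 0.05 against 6.33% elsewhere (Fisher's exact test, p = 0.805). For *Sstr3*, an effect of the deletion on neighbours may apply, since 1 of the 6 other genes within 100 kb, *Tmprss6*, had an unadjusted p under 0.05 (Fisher's exact test, p = 0.324), which is too few genes to decide. *Zkscan3* lies on chromosome 13, so it is not in a segment linked to *C1qtnf6*. A differing segment or rearrangement around *Zkscan3* itself stays open, with 0 of 21 neighbours within 1 Mb at an unadjusted p under 0.05 (Fisher's exact test, p = 0.640).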

How the results depend on the processing

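No test in this part was chosen after the results were seen, apart from the robust and bias-adjusted settings of edgeR, the adjustment of camera with the estimated correlation, and Y-linked expression as a covariate for the cell type lists. In each case below where a value changed, the cause was not tested.

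*C1qtnf6* kept its direction at each stage in every alternative, with log2 fold changes from -7.50 to -7.30 at gd10.5, -8.23 to -8.11 at gd14.5, -7.35 to -6.01 at gd16.5 and -8.09 to -6.40 at gd19.5. Its adjusted p at gd16.5 passed 0.05 without WT replicate 2 (0.104), WT replicate 3 (0.121) or KO replicate 1 (0.177), within a range of 3.97e-40 to 0.177, and with robust empirical Bayes (0.101), chosen after seeing the data. The NK effector median at gd16.5 kept its direction and an unadjusted camera p under 0.05 in all 14 alternatives, from -1.80 to -1.42, while its adjusted p with the estimated correlation was 0.133.

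The number of DEGs moved most. Without the expression filter it was 44 at gd14.5, 50 at gd16.5 and 82 at gd19.5, with 27 heatmap genes. DESeq2 on the 6 libraries gave 2, 44 and 19 DEGs at gd10.5, gd16.5 and gd19.5, with 23 heatmap genes. DESeq2 on all 24 libraries gave 1, 43 and 9 at gd14.5, gd16.5 and gd19.5, with 31 heatmap genes. All 24 libraries fitted together gave 1, 2 and 1 at the same stages, with 2 heatmap genes. With the replicate number as a block the counts were 1 at gd14.5 and 9 at gd19.5, and with Y-linked expression as a covariate 8 at gd16.5, with 8 heatmap genes, and 1 at gd19.5. At gd19.5, 20 genes passed with no fold-change threshold and 8 at an adjusted p under 0.1. Robust empirical Bayes, chosen after seeing the data, gave 0 DEGs and 0 heatmap genes at gd16.5. The DESeq2 likelihood ratio test gave 30 genes with a stage-dependent effect in place of 0 in edgeR, 0 of them NK effector genes, where 1396 had an unadjusted p under 0.05. The replicate numbers carry no stated pairing and differ between titles and descriptions for KO, and libraries of 1 number correlated between genotypes from -0.554 to 0.683.

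Leaving out 1 library gave 1 to 6 DEGs at gd10.5 (6 without KO replicate 2), 2 to 5 at gd14.5 (5 without KO replicate 3), 0 to 5 at gd16.5 (0 without KO replicate 1, WT replicate 2 or WT replicate 3, 5 without WT replicate 1), with 0 to 5 heatmap genes, and 1 to 7 at gd19.5 (7 without KO replicate 2). The interaction gave 0 to 42 genes (42 without KO gd10.5 replicate 2). The first component held 64.6% to 73.1%, with 73.1% without KO gd16.5 replicate 2, and it held 74.1% with the variance-stabilizing transformation, 60.4% with all genes and 64.3% with a prior count of 0.5.

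The lists changed sign mostly where their median was near 0. With Y-linked expression as a covariate, the NK effector median at gd10.5 was 0.20 and the NK identity median 0.33. With it the cell type lists at gd10.5 had 0.12 for T cell, 0.0117 for macrophage, 0.17 for uterine, 0.13 for endothelium, -0.82 for spongiotrophoblast and glycogen cell, -0.29 for labyrinth, 0.0845 for complement and -0.14 for C1qtnf family, where 1 KO library carries all Y-linked expression. At later stages it gave -0.0159 for uterine at gd14.5, 0.13 for macrophage and -0.0120 for complement at gd16.5 and 0.0288 for T cell at gd19.5. The NK identity median at gd10.5 was -0.11 without the filter, -0.0852 with at least 10 counts in every library and -0.0849 with the estimated correlation, and at gd16.5 it was -0.0881 without the filter and -0.0994 with all 24 libraries, each with an unadjusted camera p over 0.05. The same held for the NK effector median at gd19.5 (-0.39) with the estimated correlation. The T cell median at gd19.5 with all 24 libraries (-0.20) and the complement median at gd16.5 with RLE size factors (0.54), all 24 libraries (0.55) or the replicate block (0.52), and that at gd10.5 with at least 10 counts in every library (-0.18), had an unadjusted camera p under 0.05. With the replicate block, *C3* at gd10.5 was -0.0186, the giant cell list -0.0451 and the uterine list at gd14.5 -0.00762. With all 24 libraries, the C1qtnf family at gd10.5 was 0.0143, *C3* at gd14.5 -0.0199 and the endothelium list at gd14.5 0.00468, which was 0.00211 with RLE size factors. *C3* at gd14.5 was -0.00626 without the filter, -0.0426 with DESeq2 on the 6 libraries and -0.0464 with DESeq2 on all 24.

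Leaving out 1 library at gd10.5 gave medians of -0.29 to 0.16 for NK effector (0.16 without KO replicate 2), -0.34 to 0.24 for NK identity, -0.31 to 0.0706 for T cell, -0.43 to 0.00533 for macrophage, -0.27 to 0.0214 for neutrophil, -0.34 to 0.12 for uterine, -0.15 to 0.12 for endothelium, -0.79 to 2.05 for spongiotrophoblast and glycogen cell (-0.79 without KO replicate 2), -0.18 to 0.26 for giant cell, -0.27 to 0.30 for labyrinth and -0.31 to 0.0680 for complement lists, and -0.62 to 0.58 for *C3*. The upper ends for NK identity, T cell, macrophage, uterine, endothelium and complement came without KO replicate 2. At gd14.5 they were -0.44 to 0.28 for NK effector and -0.0538 to 0.45 for NK identity (the upper ends without KO replicate 3), -0.0870 to 0.23 for T cell, -0.11 to 0.0471 for uterine, -0.0693 to 0.0406 for endothelium, -0.10 to 0.0187 for spongiotrophoblast and glycogen cell, -0.0442 to 0.17 for giant cell and -0.14 to 0.00400 for complement lists, and -0.30 to 0.52 for *C3*. At gd16.5 the complement median was 0.0198 without KO replicate 2 and 0.83 without WT replicate 1. At gd19.5 they were -0.42 (without WT replicate 3) to -0.20 for T cell, -0.28 to 0.10 for NK identity, -0.0667 to 0.32 for macrophage, -0.21 to 0.0165 for labyrinth, -0.13 to 0.18 for complement and -0.00463 to 0.17 for C1qtnf family lists.

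Over all stages, the cell type lists gave 336 values with the same direction and side of the threshold, 30 stronger, 23 weaker and 51 reversed under RLE size factors, at least 10 counts in every library, all 24 libraries, the replicate block, the covariate and leaving out 1 library, the alternatives run for them, and the single genes 329, 60, 34 and 11. The depth limits *Gm15726* and *Sstr3*, whose WT libraries lie at or under 3 counts at the stages named.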

Differences from the paper's values

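No test in this part was chosen after the results were seen. At gd16.5 the paper's reported number of DEGs is 43, of which 31 are lower and 12 higher in KO, against 1 DEG here, with 1 lower and 0 higher (1894 genes had an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 on all 24 libraries gave 43 (31 lower and 12 higher), DESeq2 on the 6 libraries gave 44 (32 and 12) and edgeR without its expression filter gave 50 (36 and 14), which fall within the range taken as no difference. RLE size factors, at least 10 counts in every library, the replicate block, voom, no fold-change threshold and an adjusted p under 0.1 gave 1, all 24 libraries fitted together gave 2, Y-linked expression as a covariate gave 8, and leaving out 1 library gave 0 to 5.

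At gd19.5 the paper's number of DEGs is 9, against 4 here. The replicate block gave 9, DESeq2 on all 24 libraries 9, an adjusted p under 0.1 gave 8 and leaving out KO replicate 2 gave 7. The gap was not closed by RLE size factors (4), voom (4), at least 10 counts (3), all 24 libraries together (1), the Y-linked covariate (1), no filter (82), DESeq2 on the 6 libraries (19), no fold-change threshold (20) or leaving out another library (1 to 5). The paper shows about 4 genes higher in KO in Fig. 3B, read by eye, against 0 here (2354 genes of both directions had an unadjusted p under 0.05). DESeq2 on all 24 libraries gave 4, DESeq2 on the 6 libraries 6, no fold-change threshold 5 and leaving out KO replicate 2 gave 4, while the other alternatives gave 0 to 2, and no filter 26.

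At gd14.5 the paper shows about 0 genes higher in KO in Fig. 3B, read by eye, against 2 here. All 24 libraries fitted together, the replicate block and DESeq2 on all 24 libraries gave 0, and the other alternatives gave 1 to 17.

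The paper states that no gene other than *C1qtnf6* changed at gd10.5 or gd14.5, while *Mid1* (log2 fold change 1.92) and *Gm15726* (4.34, a value that depends on the prior count) passed at gd14.5 here. The part of Table S3 that could be read also lists *Mid1* at gd14.5 and *Uty* at gd10.5. The paper describes the 31 genes of Fig. 3C as downregulated at gd16.5, and 30 of them, the 8 NK effector genes included, did not reach an adjusted p of 0.05 here, with the same direction in 31 of 31. DESeq2 on all 24 libraries called 31. At gd19.5, *C1s1* (1.05), *Hmcn1* (1.24), *Tmem178* (1.49), *Gm14403* (-1.37), *Gm14418* (-1.29) and *Gm38118* (-1.14) were not called here, of which the first 5 are in Table S3 and the last is in Fig. 3C. Each had every KO library on one side of every WT library.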

Other observations

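In this part, the test of *Uty*, that of fetal sex for the cell type lists and the splits with DESeq2 were chosen after the results were seen.

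In WT, *C1qtnf6* fell from 159 ± 8.78 CPM (SD, n = 3) at gd10.5 to 121 ± 10.1 at gd14.5, 90.3 ± 9.94 at gd16.5 and 68.0 ± 2.35 at gd19.5, when the 12 WT libraries were normalized together. The log2 fold change from gd10.5 to gd19.5 was -1.22 (standard error 0.0887, edgeR adjusted p = 9.17e-08), and -1.26 to -1.18 over the alternatives. Over the 12 libraries Pearson's r with the stage was -0.974 and Spearman's rho -0.972 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give), and r was -0.967 without the 2 libraries farthest from the median stage. The uterine list had a median change of -0.21 from gd10.5 to gd19.5, with 10 of 18 genes lower. Its single genes ran from -3.38 to 4.59, so it does not settle how the uterine share changed. The paper reports more *C1qtnf6* in placenta than in endometrium at gd14.5, so a falling uterine share alone would raise this level. Another cell composition cannot be told apart from a fall per cell, because each library mixes all cells of the MFI. The summed CPM of the 8 NK effector genes in WT fell over the same stages from 7212 ± 2172 to 1690 ± 421, 684 ± 148 and 254 ± 45.0, and that of the NK identity list from 1250 ± 200 to 840 ± 68.8, 581 ± 25.4 and 560 ± 54.7. At gd16.5, *Serpinb9b*, *Itga1* and *Il2rb* of the identity list had WT means of 326, 112 and 60.6 CPM, normalized at that stage alone. *Cd96* and *Klrb1b* had 1.30 and 0.930 CPM. The identity sum at gd16.5 therefore rests mostly on a few genes. Mixed tissue does not show which cells express them, so the sum does not measure the number of NK cells.

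At gd16.5 placental cell type lists moved apart. Macrophage, neutrophil, spongiotrophoblast and glycogen cell and giant cell lists were higher in KO, and uterine, endothelium and labyrinth lists lower. Of the 10 splits of the 6 libraries, only the real one (1) gave as many lists with a camera p under 0.05, 7 without the C1qtnf family, which holds the deleted gene, against 6 in the next 2 splits. Another composition of KO replicate 2 may contribute to part of it. Without that library, 5 of these 7 lists kept their direction and at least 0.5 of their size, with medians of -0.50 for uterine, -0.26 for endothelium, 0.36 for spongiotrophoblast and glycogen cell, 0.63 for giant cell and -0.32 for labyrinth, while macrophage (0.06) and neutrophil (0.15) did not. Fetal sex may contribute to part of it as well. With Y-linked expression as a covariate, 6 of the 7 lists kept their direction and at least 0.5 of their size, with medians of -0.48 for uterine, -0.20 for endothelium, 0.37 for spongiotrophoblast and glycogen cell, 0.61 for giant cell, -0.28 for labyrinth and 0.24 for neutrophil, while macrophage (0.13) did not. Sex and genotype overlap in these 6 libraries, so their shares cannot be told apart. This leaves a difference between sexes, litters, dissection or genotype open. Within KO at gd16.5, *Saa3* lay between 0.407 and 11.5 CPM and *Hsd3b1* between 0.244 and 50.1 CPM.

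At gd10.5, gd14.5 and gd19.5 the medians were -0.15, 0.17 and -0.23 for neutrophil, -0.07, 0.00337 and 0.23 for uterine, -0.06, -0.00105 and 0.16 for endothelium, 1.53, -0.03 and -0.14 for spongiotrophoblast and glycogen cell, 0.14, 0.08 and -0.13 for giant cell and 0.06, -0.10 and -0.11 for labyrinth lists. The spongiotrophoblast and glycogen cell median at gd10.5 was -0.79 without KO replicate 2. At gd19.5 the neutrophil median was -0.42 without WT replicate 2 and -0.08 without WT replicate 3, the uterine median 0.11 without KO replicate 2 and the endothelium median 0.26 without WT replicate 1. The C1qtnf family list, of whose 14 genes 8 or 9 were tested and 1 is the deleted gene, had medians of -0.07, -0.07, -0.16 and 0.08 at the 4 stages. The Y-linked list had -0.03 from 1 gene at gd14.5, 2.08 at gd16.5 and 0.13 at gd19.5 from 4 genes, and the X inactivation list -0.24, -0.11, -0.69 and -0.65 from 1 or 2 genes.

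Y-linked transcripts were present in KO gd10.5 replicate 2, replicate 3 of both genotypes at gd14.5, WT replicate 1 and KO replicates 1 and 2 at gd16.5, and WT replicate 2 and KO replicates 2 and 3 at gd19.5. The labels give no sex. Table S3 lists *Uty* as higher in KO at gd10.5, and 1 library of that stage had all 4 Y-linked genes above 1 CPM, which is consistent with the fetal sex of the sampled placentas. When the gd16.5 libraries were split by Y-linked expression, 177 genes passed the thresholds in edgeR, all higher with Y-linked expression. Of these, 4 lie on Y, 8 on X and 165 elsewhere, and 0 are heatmap genes. DESeq2 on all 24 libraries gave 298 genes for it, 288 higher and 10 lower with Y-linked expression, 3 of them heatmap genes. In this split the medians were 0.67 for complement (22 of 28 higher), 0.56 for macrophage, -0.33 for endothelium (12 of 12 lower), -0.48 for labyrinth, -0.29 for NK identity, 0.26 for neutrophil, 0.27 for giant cell, -0.13 for uterine, -0.14 for T cell and 0.06 for spongiotrophoblast and glycogen cell lists. Those of endothelium, labyrinth and NK identity were about as large as between the genotypes (-0.34, -0.47 and -0.26).

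The real split is counted among the 10 of each stage, and its DEGs include the deleted gene at every stage, which favours it in these counts. The count of DEGs was as large in 2 of 10 splits at gd10.5, 1 at gd14.5 and 3 at gd16.5. At gd10.5 the split of WT replicate 1, KO replicate 1 and KO replicate 3 gave 48. With DESeq2 on all 24 libraries, 2 of the 10 splits of gd16.5 gave as many DEGs, the other one being the split by Y-linked expression with 298, and the remaining ones gave 0 to 2. As many heatmap genes were found in 1 of 10 splits, the real one, where the 1 gene past the threshold is the deleted *C1qtnf6*, so this count carries no evidence on the other heatmap genes. The NK effector median was as far from 0 in 10, 9 and 3 of 10 splits at gd10.5, gd14.5 and gd19.5, and the NK identity median in 8, 5, 2 and 4 of 10 at the 4 stages.

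At gd19.5, *Malat1* (log2 fold change -0.77, edgeR adjusted p = 0.0372) and *Neat1* (-0.59, edgeR adjusted p = 0.0183) were lower in KO, each with every KO library below every WT library. A list of 7 other nuclear long non-coding RNAs had a median of -0.33, lower in 7 of 7, and -0.04, 0.00333 and 0.37 at gd10.5, gd14.5 and gd16.5. This is consistent with a lower share of nuclear RNA in the KO libraries of gd19.5, which may come from the tissue or from its handling. *Gzma* was at most 0.430 CPM in any library from gd14.5 on, and *Ncr1* had 3.75 CPM in WT and 2.93 CPM in KO at gd10.5 and at most 3 counts later.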
